# Genotype-by-Environment-by-Environment Interactions in the *Saccharomyces cerevisiae* Transcriptomic Response to Alcohols and Anaerobiosis

**DOI:** 10.1534/g3.118.200677

**Published:** 2018-10-09

**Authors:** Maria Sardi, Molly Krause, Justin Heilberger, Audrey P. Gasch

**Keywords:** yeast, gene expression, stress response, alcohol, oxygen availability

## Abstract

Next generation biofuels including longer-chain alcohols such as butanol are attractive as renewable, high-energy fuels. A barrier to microbial production of butanols is the increased toxicity compared to ethanol; however, the cellular targets and microbial defense mechanisms remain poorly understood, especially under anaerobic conditions used frequently in industry. Here we took a comparative approach to understand the response of *Saccharomyces cerevisiae* to 1-butanol, isobutanol, or ethanol, across three genetic backgrounds of varying tolerance in aerobic and anaerobic conditions. We find that strains have different growth properties and alcohol tolerances with and without oxygen availability, as well as unique and common responses to each of the three alcohols. Our results provide evidence for strain-by-alcohol-by-oxygen interactions that moderate how cells respond to alcohol stress.

The increasing interest in sustainable energy has propelled the use of genetically engineered microbes to produce fuels from non-food plant biomass. While past research has focused on ethanol production from renewable feedstock, longer-chain alcohols such as butanol and isobutanol are more attractive as next generation biofuels due to their higher energy content and compatibility with existing infrastructure for gasoline distribution. In addition, butanol isoforms are less hygroscopic and have a low freezing point, which allows for blending up to 85% with gasoline (Agency, 2011) (Dürre, 2007, Fortman *et al.* 2008). These molecules can also be modified through chemical processes to generate even more powerful sources of energy such as jet fuels (Taylor *et al.* 2010).

Although the industrial microbe *Saccharomyces cerevisiae* does not produce significant amounts of four-chain alcohols natively, engineering *S. cerevisiae* for higher-titer butanol production is underway (Avalos *et al.* 2013, Chen & Liao, 2016, Liu *et al.* 2017). Production of 1-butanol in yeast is enabled by introduction of genes involved in the acetone-butanol-ethanol (ABE) clostridial fermentation, which enables the conversion of acetyl-CoA to 1-butanol (Steen *et al.* 2008, Lian *et al.* 2014, Generoso *et al.* 2015, Swidah *et al.* 2015, Schadeweg & Boles 2016). Deletion of the alcohol dehydrogenase gene *ADH1* can also enhance native 1-butanol production (Si *et al.* 2014). In contrast, production of isobutanol has been achieved by rerouting valine metabolism to produce isobutanol in mitochondria or the cytosol (Chen *et al.* 2011, Brat *et al.* 2012, Kondo *et al.* 2012, Matsuda *et al.* 2013, Hammer & Avalos 2017), with highest efficiency when the whole pathway is engineered in the same cellular compartment (Avalos *et al.* 2013, Park *et al.* 2016). Although there have been successes in engineering *S. cerevisiae* to produce these molecules, yields are still low, making the production of next generation biofuels economically limiting at this time.

Engineering improved end-product tolerance in the host is another important consideration, since alcohol toxicity likely limits production of these fuels (Fischer *et al.* 2008, Dunlop, 2011, Generoso *et al.* 2015). Many studies have focused on the mechanism of inhibition caused by ethanol (Meaden *et al.* 1999, Alexandre *et al.* 2001, Aguilera *et al.* 2006, Fujita *et al.* 2006, Hu *et al.* 2007) and identified engineering strategies that increased ethanol tolerance (Hu *et al.* 2007, Lewis *et al.* 2010, Swinnen *et al.* 2012, Hubmann *et al.* 2013, Lam *et al.* 2014, Zyrina *et al.* 2017). However the inhibitory mechanisms of longer-chain alcohols in *S. cerevisiae* are less well understood. Longer chain alcohols are known to cause significantly more membrane damage than ethanol (Gray & Sova, 1956, Liu & Qureshi, 2009, Huffer *et al.* 2011), disrupting pH balance and inhibiting important membrane proteins such as ATPases and glucose transporters (Paterson *et al.* 1972, Grisham & Barnett, 1973, Ingram, 1976, Bowles & Ellefson, 1985, González-Ramos *et al.* 2013). In addition, these alcohols are known to induce the accumulation of misfolded proteins (Dunlop, 2011, Ghiaci *et al.* 2013, González-Ramos *et al.* 2013, Navarro-Tapia *et al.* 2016). It is largely unclear how alcohol tolerance is affected under anaerobic conditions, which is an important consideration given that many industrial processes are performed anaerobically. Both anaerobiosis and alcohols affect membranes, but in different ways. The absence of oxygen prevents the production of sterols and unsaturated fatty acids and thus alters membrane composition and fluidity (Wilcox *et al.* 2002, Rosenfeld & Beauvoit 2003), while alcohols target membrane integrity directly (Ingram, 1976, Ingram, 1986, Mishra & Prasad, 1989, Alexandre *et al.* 1994). In turn, membrane composition influences alcohol tolerance (Mannazzu *et al.* 2008, Henderson *et al.* 2011, Henderson *et al.* 2013, Archana *et al.* 2015), although the optimal membrane composition and the mechanisms of tolerance remain unclear (Huffer *et al.* 2011, Henderson & Block 2014). Other studies have linked respiration, protein folding, and protein degradation to aerobic butanol tolerance (Ghiaci *et al.* 2013, González-Ramos *et al.* 2013, Crook *et al.* 2016). Exploring how hypoxia modifies the inhibitory effects of alcohols has important industrial applications. But an additional important consideration is that different strains may vary in their responses and the mechanisms they use to survive anaerobic stresses.

Here, we used genetic and genomic approaches to explore the differences in alcohol response in the presence and absence of oxygen, across multiple genetic backgrounds of yeast. Our past strategy compared stress responses across natural strains with varying tolerance to identify primary targets of industrial stressors and defense mechanisms employed by tolerant strains (Lewis *et al.* 2010, Sardi *et al.* 2016, Sardi *et al.* 2018). Here we compared the transcriptome responses to 1-butanol, isobutanol, and ethanol in both aerobic and anaerobic conditions, across three strain backgrounds with varying tolerances, using RNA sequencing (RNA-seq). The strains showed significant differences in their response to anaerobic growth alone and in their tolerance and response to alcohols under aerobic and anaerobic conditions. Comparing and contrasting across alcohols and aerobic conditions revealed unique responses to ethanol *vs.* longer-chain alcohols and synergistic effects between alcohols and oxygen depletion. This study therefore revealed important genotype by environment by environment interactions that affect the stress response and alcohol tolerance under different conditions. Together, these results expand our knowledge of alcohol responses for future engineering strategies while presenting important information about how environments and genotype interact in a stress response.

## Methods

### Strains and growth conditions

Strains used in this study and their phenotypes are listed in Table S1. Three strains were selected for more detailed analysis: West African strain NCYC3290 (WA), mosaic (*i.e.*, admixed from pure lineages) isolate from Illinois, USA IL01 (courtesy Justin Fay) and a mosaic strain isolated from papaya, Y7568 (PAP). The concentrations of ethanol, butanol, and isobutanol were selected as the maximal tested doses that allowed cell growth in all three strains. Unless otherwise noted, cells were grown in shaking flasks at 30°. Rich lab medium (YPD: 1% yeast extract, 2% peptone, 2% dextrose) was used as the base medium for all growth conditions. Anaerobic growth was performed in an anaerobic chamber maintained at O_2_ < 25 PPM, using culture flasks with a stir bar to maintain cell suspension. Phenotypes for Figure 1B-C were measured using 1% 1-butanol, 1.2% isobutanol, and 5% ethanol.

**Figure 1:**
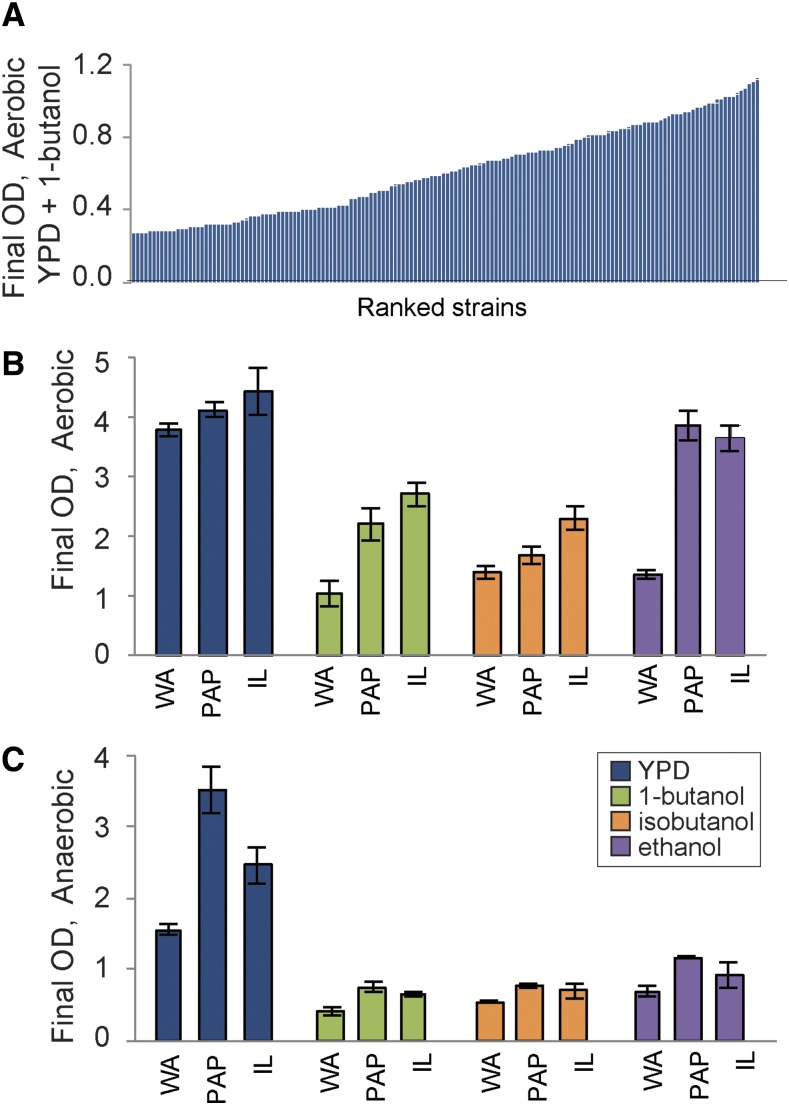
Strain-specific tolerance of alcohols varies with oxygen. (A) Representative final OD_600_ measurements of 165 strains grown in YPD with 2% butanol. Strains are sorted by final OD (Table S1). (B-C) West African strain NCY3290 (WA), mosaic strains Y7568 (PAP) and IL01 (IL) were grown in YPD with and without added alcohols. Final OD_600_ of strains grown (B) aerobically 10 h or (C) anaerobically for 11 h in YPD, YPD + 1% butanol, 1.2% isobutanol, or 5% ethanol. Data represent the average and standard deviation of 3 replicates.

### Phenotyping

High-throughput phenotyping of the 165-strain *Saccharomyces cerevisiae* collection was performed in 96-well plates (NUNC, Thermo Scientific, Rockford, IL). Briefly, 10 µl of thawed frozen stock of cells was used to inoculate a 96-well plate containing 190 µl of YPD media. Plates were sealed with breathable tape (AeraSeal, Sigma, St. Louis, MO), covered with a lid and incubated at 30° while shaking for 24 hr, at which time a new subculture was generated by inoculating 190 µl of YPD with 10 µl of the previous culture and grown to log phase for 6 hr. 10 µl of this log-phase culture was inoculated into 190 µl of YPD + 2% butanol, plates were then sealed with an aluminum foil seal (Cryostuff, Vienna, VA, USA) to minimize butanol evaporation, grown with shaking for 24 hr, followed by measurement of the final OD_600_ using the Tecan M200 Pro microplate reader (Tecan Systems, Inc., San Jose, CA). The average of four biological replicates was calculated to represent tolerance to butanol. Single-strain phenotyping was performed in shaker flasks at 30C under defined media conditions.

### Oxygen utilization rate measurement

Strains were grown in rich lab media (YPD) for three generations and kept in log phase before oxygen measurements. A microoptode oxygen probe (Unisense, Denmark) was used to measure dissolved oxygen over time, measuring every 15 sec for 3 min. Each measurement was normalized to underlying OD_600_ and oxygen consumption was taken as the slope of measured oxygen over time.

### Transcriptome profiling

Strains were grown at 30° with shaking to mid-log phase for seven generations in YPD. The culture was then used to inoculate YPD, YPD + 0.8% 1-butanol, YPD + 1% isobutanol, YPD + 4% ethanol (or YPD + 3% ethanol for anaerobic conditions, since WA did not grow well anaerobically on 4% ethanol), grown for three generations and collected during log phase by centrifugation. Collections were performed in duplicate on different days, such that replicate pairs could be analyzed using paired statistics. Analyzing all 12 samples together with a multi-factorial linear model provided additional statistical power (see below). RNA was processed as previously described (Sardi *et al.* 2016). Briefly, RNA was extracted by hot phenol lysis (Gasch 2002). Total RNA was DNase-treated at 37° for 30 min with TURBO DNase (Life Technologies, Carlesbad, CA), followed by RNA precipitation at -20° in 2.5M LiCl for 30 min. rRNA depletion and library generation was constructed by the University of Wisconsin-Madison Biotechnology Center, via the TrueSeq Stranded Total RNA Sample Preparation Guide (Rev.C) using the Illumina TrueSeq Stranded Total RNA (yeast) kit (Illumina Inc., San Diego, California, USA). Libraries were standardized to 2 µM. Cluster generation was performed using standard cluster kilts (vs) and the Illumina cluster station. Single-end 100 bps reads were generated on an Illumina HiSeq2500 sequencer. All sequencing data are available in the NIH GEO database under accession number GSE118069.

Reads were processed with Trimmomatic (Bolger *et al.* 2014) and mapped to reference genome S288c (NC_001133, version 64 (Engel *et al.* 2014)) using bwa mem (Li 2013) with default settings. HTseq version 5.5 (Anders *et al.* 2015) was used to sum read counts for each gene. Differential expression analysis was performed using the program edgeR v.3.8.6. (Robinson *et al.* 2010) using a linear model to simultaneously analyze all twelve samples across two environments, with strain background and media type as factors and replicate samples paired. Data were normalized for visualization using the reads per kilobase per million mapped reads (RPKM) method. Hierarchical clustering analysis was performed using the R package Mclust (Scrucca *et al.* 2016) using model ‘VII’. Visualization was performed with the program Java Treeview (http://jtreeview.sourceforge.net/) (Saldanha 2004). Where indicated, data were clustered based on the RPKM values normalized to the mean value for each transcript across all strains (‘mean centered’). Functional enrichment analysis was performed by in-house scripts for the hypergeometric test using four different datasets previously defined (Chasman *et al.* 2014) or using FunSpec (Robinson *et al.* 2002, Boyle *et al.* 2004).

### Data availability

All sequencing data are available in the NIH GEO database under accession number GSE118069. Strains used in this study and initial phenotyping are available in Table S1. Log2(fold change) expression data shown in figures are avialable in the following supplemental files: Figure 2A: Dataset 1; Figure 2B: Dataset 2; Figure 3: Dataset 3; Figure 4: Dataset4. Supplemental material available at Figshare: https://doi.org/10.25387/g3.7152551.

**Figure 2:**
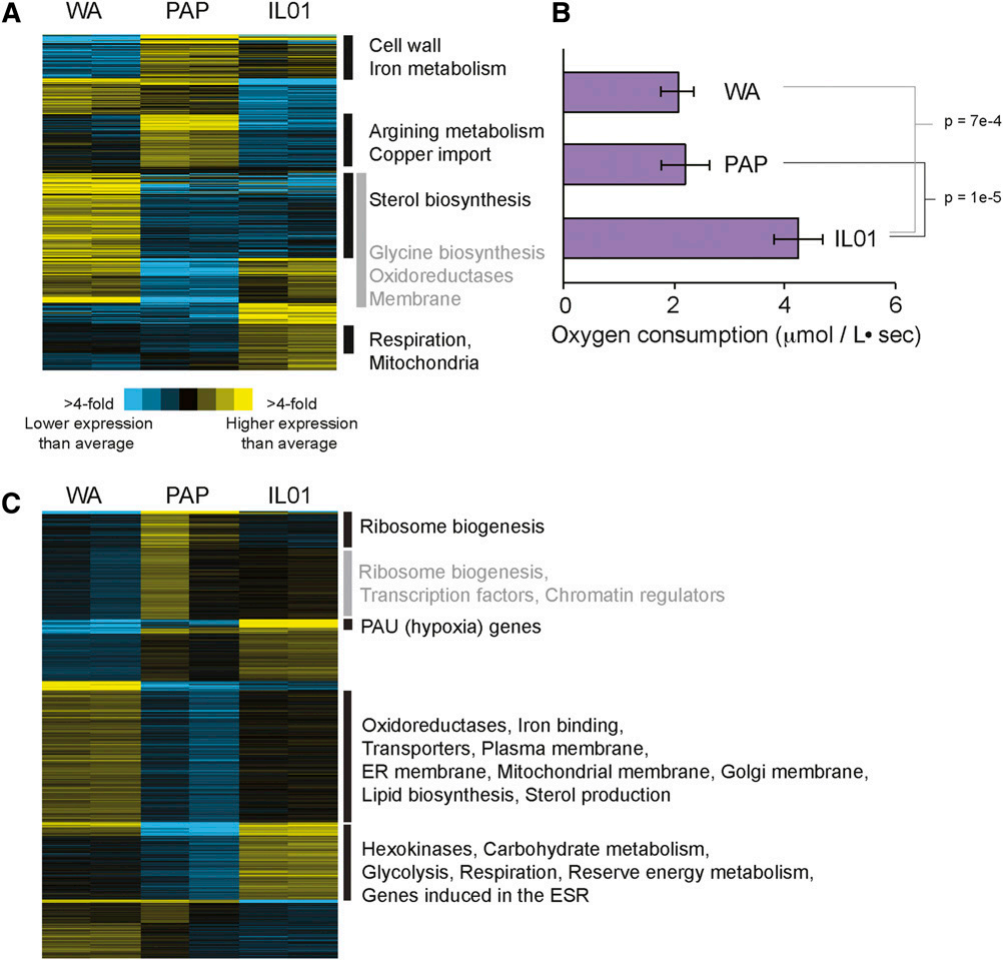
Strain-specific transcriptomic differences vary with oxygen. (A) Genes (rows) were clustered based on the mean-centered log_2_ RPKM. Shown are 474 genes whose expression was significant different (FDR < 1%) in WA, PAP, or IL01 compared to the mean expression of the three strains. (B) Rates of oxygen consumption during aerobic YPD growth. Asterisk indicates significant differences compared to the other strains. (C) Shown are 1,923 differentially expressed in each strain compared to the mean (FDR < 1%), as described in (A). Functional enrichments (*P* < 1e-5) are listed for each group; gray boxes are used simply for demarcation.

**Figure 3:**
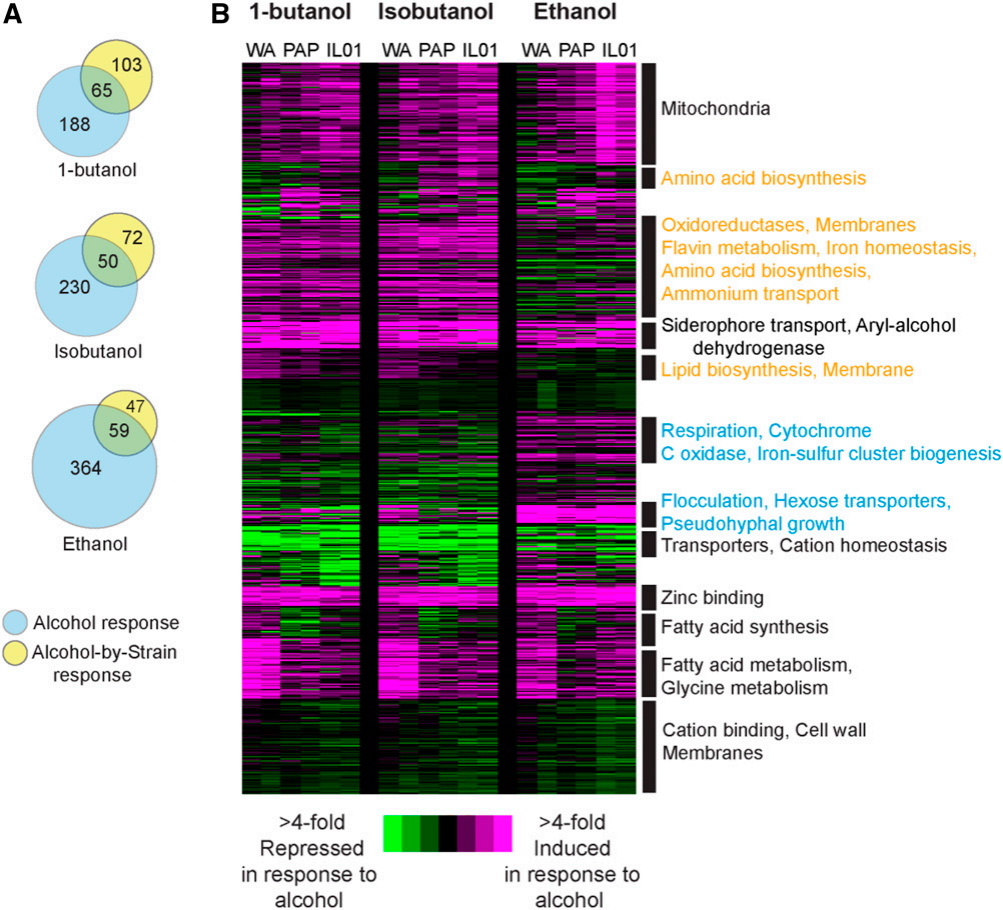
Expression responses to butanol, isobutanol, and ethanol in aerobic conditions. (A) Venn diagrams represent the number of genes whose expression responds to alcohol independent of strain and genes with a strain-specific response, for each alcohol. (B) Hierarchical clustering of 776 genes identified as differentially expressed in response to 0.8% butanol, 1% isobutanol, or 4% ethanol compared to YPD, in cells growing aerobically. Genes were clustered based on the log_2_(fold change) in expression in each strain (WA, PAP, IL) grown in the indicated alcohol *vs.* YPD, in biological duplicate. Expression changes are colored to indicate induciton (pink) and repression (green) according to the key. Functional categories enriched in each cluster (*P* < 1e-4, FunSpec) are shown to the right of each cluster. Responses specific to ethanol are highlighted in blue text and those specific to butanols are highlighted in orange text.

**Figure 4:**
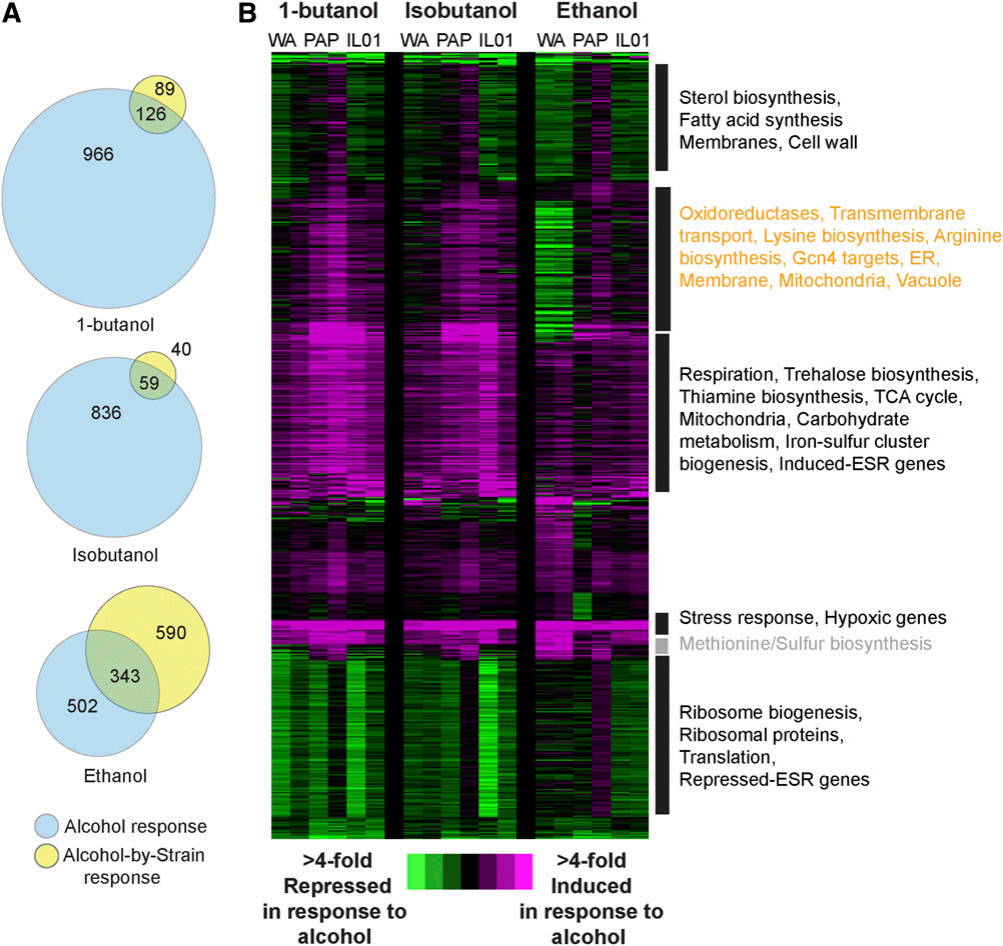
Expression responses to butanol, isobutanol, and ethanol under anaerobic conditions. (A) Venn diagrams represent the number of genes whose expression responds to alcohol independent of strain and genes with a strain-specific response, for each alcohol treatment administred anaerobicaly. (B) Hierarchical clustering of 2,075 genes differentially expressed in response to 0.8% butanol, 1% isobutanol, or 3% ethanol compared to YPD, under anaerobic conditions, as described in Figure 3. We note that the expression values for alcohol-treated cells were slightly higher for all strains in the second replicate, a feature that was accounted for in the replicate-paired statistical analysis.

## Results

### Alcohol tolerance varies Across Saccharomyces cerevisiae strains and with oxygen availability

To characterize variation in alcohol tolerance, we first surveyed 165 strains of *Saccharomyces cerevisiae* collected from a variety of geographical locations and ecological niches for their ability of cells to grow in 1-butanol (Table S1, see Methods). 1-butanol tolerance is clearly a quantitative trait, and we observed a wide range of tolerances spanning fourfold variation in final cell density of the most sensitive and tolerant strains (Figure 1A). Based on these phenotypes, we chose three strains with different degrees of tolerance (and that also produce viable spores, to support future genetic mapping studies) for more detailed investigation: a West African strain isolated from bili wine, NCYC3290 (WA), a mosaic strain representing admixed pure lineages that was isolated from a rotten papaya Y7568 (PAP) and a mosaic strain isolated from soil IL01 (IL) (Table S1).

We measured growth of our selected strains in rich laboratory medium (YPD) and in medium supplemented with 1% 1-butanol, 1.2% isobutanol, and 5% ethanol, under aerobic (Figure 1B) and anaerobic conditions (Figure 1C). Interestingly, anaerobiosis affected strains in different ways. IL01 followed by PAP were most tolerant to butanols, whereas both IL01 and PAP showed similar aerobic tolerance to ethanol. WA was the most sensitive to all alcohols but showed particularly poor growth in ethanol (Figure 1A). However, the strains showed different phenotypes under anaerobic growth: in the absence of alcohols, PAP was the fastest growing strain and grew to nearly the same final cell density as in aerobic conditions, unlike the other strains that grew slower anaerobically. All of the strains were more sensitive to alcohols anaerobically, and the differences in tolerance to this dose of alcohol were minimal under anaerobic conditions (although WA was unable to survive higher doses of ethanol anaerobically). Thus, the results show an interesting genotype (strain) by environment (oxygen availability) by environment (alcohol exposure) interaction, such that strains show significant differences in ranked tolerance depending on the alcohol and the oxygen status.

### Strain-specific transcriptomic responses to anaerobic conditions

The condition-specific differences in strain performance provided an opportunity to investigate differences in tolerance mechanisms, with and without available oxygen. 

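RNA was collected from WA, PAP and IL01 cells growing in YPD with and without oxygen, with 2 replicates per strain and oxygen condition taken on different days, which gives 12 libraries. The authors aligned the reads to the S288c genome with BWA, counted reads per gene with HTSeq and deposited log2 RPKM, in which a gene without reads is listed at 0 and so stands at an RPKM of 1. Undoing this scaling returned whole reads, within 0.01 reads, for 6012 of 6713 genes. Reads in genes ran from 5881196 to 9264454 per aerobic library (median 7339399) and from 6268082 to 8988235 per anaerobic library (median 7105149). Log2 values of the 5630 genes with a mean RPKM of at least 1 were compared in limma at a threshold of FDR under 1%. The replicate number was a block, after the paper's pairing of replicates. Whether the same number stands for the same collection day across strains and media is not stated. Each strain was set against the mean of the 3 strains within an oxygen condition. A log2 difference is therefore a distance from the mean of the strains, and the second RPKM value given beside it is the mean of the other strains, whose SD includes the differences between them. The median difference over all genes was 0.06 in WA, 0.05 in PAP and -0.11 in IL01 with oxygen, and -0.04, -0.13 and 0.16 without it, and medians of gene groups are given relative to it. In simulated data with the spread of these replicates, changes were added to WA alone. The test of WA against the mean of the strains recovered 20% of the genes changed by 1 log2 unit with oxygen and 17% without it. Of those changed by 2 it recovered 68% in each. A change in WA also moves the mean of the strains, so the distance tested was smaller than the change. The tests of PAP and IL01 were not simulated. Positions are those of the R64 annotation.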

We first analyzed transcriptomes of the three strains grown in rich YPD medium with and without oxygen. 

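In aerobic YPD, YHB1 and FIT3 were high in PAP, PHO89 was high and SED1 low in WA, and TSA2 was high in IL01. YHB1, which encodes the flavohemoglobin that removes nitric oxide (YGR234W, chromosome VII from 959904 to 961103), was at 890.4 ± 109 RPKM (SD, n = 2) in PAP and 8.70 ± 9.06 RPKM (SD, n = 4) in the other strains, a log2 difference from the mean of the strains of 5.26 (standard error 0.25, adjusted p = 1.1e-06). PHO89, a sodium-coupled phosphate transporter (YBR296C, chromosome II from 796798 to 798522), was at 93.8 ± 32.2 RPKM (SD, n = 2) in WA and 2.09 ± 0.441 RPKM (SD, n = 4) in the others, a difference of 3.65 (adjusted p = 1.6e-05). SED1, a major structural protein of the cell wall, was low in WA, at 44.8 ± 16.7 (SD, n = 2) RPKM against 1187 ± 126 (SD, n = 4), a difference of -3.18 (adjusted p = 4.1e-06). TSA2, a thioredoxin peroxidase, was high in IL01, at 126 ± 1.64 (SD, n = 2) RPKM against 7.91 ± 3.90 (SD, n = 4), a difference of 2.76 (adjusted p = 6.8e-07). Of 7 genes of siderophore transport, 4 were higher and 0 lower (6 and 0 when adjusted over the list alone, adjusted p = 0.48 with an estimated correlation) in PAP, where FIT3, a mannoprotein that holds iron-bearing siderophores at the cell wall, differed by 3.10 and FIT2 by 3.47, and 0 were higher and 5 lower (0 and 6 when adjusted over the list alone, adjusted p = 0.26 with an estimated correlation) in WA, where FIT2 was at 3.33 ± 1.02 (SD, n = 2) RPKM and ENB1 was listed at 0 in both libraries. PAP was also higher in 4 of 10 genes of arginine synthesis (7 higher and 0 lower adjusted over the list alone, adjusted p = 0.48 with an estimated correlation), with ARG3, ornithine carbamoyltransferase, at 2.23 and ARG8 at 1.05. The calls of FIT2 and ARG8 in PAP were each lost for 2 of 12 libraries left out in turn. In all, 238 genes passed the threshold for at least 1 strain, with 90 higher and 39 lower in WA, 59 and 64 in PAP and 38 and 67 in IL01. With quantile normalization there were 338, with voom weights 414, and a fit to the aerobic YPD libraries alone gave 92. Leaving out 1 library gave 87 (without PAP YPD aerobic replicate 2) to 733 (without WA YPD aerobic replicate 1), and 6 of the 12 libraries moved the count by more than 1.5 times.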

There were 474 differentially expressed genes (FDR <1%) across the three strains grown aerobically (Figure 2A), and hierarchical clustering revealed groups of functionally related genes (Dataset 1). 

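ATP17 stood above the mean of the strains in aerobic IL01. Of 16 ATP synthase genes, 1 was higher and 0 lower (7 and 0 when adjusted over the list alone, adjusted p = 0.44 with an estimated correlation), and ATP17, a subunit of the membrane part of the enzyme (YDR377W, chromosome IV from 1228611 to 1228916), was at 497 ± 79.3 RPKM (SD, n = 2) in IL01 and 231 ± 16.6 RPKM (SD, n = 4) in the other strains, a difference of 0.73 (standard error 0.12, adjusted p = 0.006) that no longer passed for 6 of 12 libraries left out in turn. Of 25 genes of the respiratory chain, none passed the test in limma, against 8 higher and 0 lower at an unadjusted p under 0.05 and 3 and 0 with voom weights, and their median lay 0.41 above that of all genes, with an adjusted p of 1.2e-10 at the preset correlation and an adjusted p = 0.35 with an estimated correlation. CYC1, which encodes cytochrome c, was at a log2 difference of 0.25 (adjusted p = 0.7), COX9, a subunit of cytochrome c oxidase, at 0.27 (adjusted p = 0.37), and QCR9, a subunit of ubiquinol-cytochrome c reductase, at 0.33 (adjusted p = 0.42). Of 18 hypoxic genes, 0 were higher and 6 lower (0 and 8 when adjusted over the list alone, adjusted p = 0.47 with an estimated correlation) in the same strain, among them AAC3, the ADP/ATP carrier made without oxygen, at -1.13, and FET4, a low-affinity iron transporter, at -1.71.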

Interestingly, one cluster that was expressed higher in the fastest growing IL01 was significantly enriched for genes involved in aerobic respiration (Figure 2A), raising the possibility that IL01 relies more on respiration than the other studied strains even in the presence of glucose. To test this, we measured oxygen consumption during aerobic growth on rich medium. Indeed, IL01 consumed oxygen at a significantly faster rate compared to WA and PAP (Figure 2B), which could contribute both to its faster growth rate and improved alcohol tolerance specifically in aerobic conditions (see Discussion).

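In the mean of the 3 strains, 1424 genes rose and 791 fell between aerobic and anaerobic YPD. These counts depend on the scale of the libraries, whose median log2 RPKM ran from 3.816 to 4.457 with oxygen and from 4.157 to 4.762 without it. Differences in the collection of aerobic and anaerobic cultures cannot be told apart from oxygen. TIR1, a cell wall mannoprotein of anaerobic cells (YER011W, chromosome V from 175248 to 176012), went from 4.05 ± 2.33 RPKM (SD, n = 6) to 5921 ± 1674 RPKM (SD, n = 6), a log2 change of 10.68 (standard error 0.17, adjusted p = 5.4e-12). ANB1, the translation factor used without oxygen, rose by 9.58 and HES1, which takes part in sterol transport, by 9.92. Of 25 genes of the respiratory chain, 1 rose and 21 fell (1 and 22 when adjusted over the list alone, adjusted p = 0.1 with an estimated correlation), with NDE1, the external NADH dehydrogenase, at -8.10 and CYT1, cytochrome c1, at -7.29. FET3, the iron-uptake oxidase that needs oxygen, changed by -8.95, and 131 of 137 ribosomal protein genes fell (0 higher and 133 lower adjusted over the list alone, adjusted p = 0.33 with an estimated correlation). Between the strains in anaerobic YPD, TPO4, a polyamine exporter (YOR273C, chromosome XV from 834452 to 836431), was at 2.15 ± 0.0984 RPKM (SD, n = 2) in PAP and 45.3 ± 6.13 RPKM (SD, n = 4) in the others, a difference of -2.93 (adjusted p = 3.1e-06), and MMP1, the S-methylmethionine permease, was high in WA at 85.4 ± 4.72 (SD, n = 2) RPKM against 10.8 ± 10.0 (SD, n = 4), a difference of 2.35 (adjusted p = 2.5e-05). Across the strains, 420 genes passed the threshold for at least 1 strain, with 147 higher and 60 lower in WA, 46 and 227 in PAP and 134 and 37 in IL01, and the difference between strains changed with oxygen for 67 genes. The count of 67 was 105 with quantile normalization and 37 with no filter. With quantile normalization there were 646 genes between strains, and a fit to the anaerobic YPD libraries alone gave 956. Leaving out 1 library gave 163 (without WA YPD anaerobic replicate 2) to 1039 (without WA YPD aerobic replicate 2), and 8 libraries moved the count by more than 1.5 times.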

Next, we investigated transcriptome differences under anaerobic conditions in the absence of added alcohols: the number of differentially expressed genes across strains was over three times greater than under aerobic conditions at 1,923 genes (FDR < 1%, Figure 2C, Dataset 2). Interestingly, it was the slowest growing strain WA that showed high expression of many genes, enriched for those related to membrane, ergosterol, and fatty-acid synthesis (Figure 2C). This was intriguing, because WA was the slowest growing strain under anaerobic conditions (predicted to impact membrane fluidity) and the most sensitive to membrane-targeting alcohols (see Discussion). 

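In anaerobic YPD, ERG5, HMG1 and ELO1 stood above the mean of the strains in WA. Of 25 genes of ergosterol synthesis, 12 were higher and 0 lower (17 and 0 when adjusted over the list alone, adjusted p = 0.18 with an estimated correlation), with a median 0.60 above that of all genes. ERG5, the sterol C-22 desaturase (YMR015C, chromosome XIII from 300869 to 302485), was at 42.4 ± 5.50 RPKM (SD, n = 2) in WA and 4.03 ± 0.832 RPKM (SD, n = 4) in the other strains, a difference of 2.27 (standard error 0.15, adjusted p = 6.1e-06), and HMG1, HMG-CoA reductase, differed by 1.16 (adjusted p = 0.00058), ERG25 by 1.08 and ERG11, lanosterol demethylase, by 0.99. Of 15 genes of fatty acid synthesis, 3 were higher and 0 lower (6 and 0 when adjusted over the list alone, adjusted p = 0.74 with an estimated correlation). ELO1, which elongates medium-chain fatty acids (YJL196C, chromosome X from 67850 to 68782), was at 496 ± 56.1 RPKM (SD, n = 2) in WA and 28.1 ± 23.2 RPKM (SD, n = 4) in the others, a difference of 3.08 (standard error 0.16, adjusted p = 1.9e-06), and was the largest increase in WA among the genes chosen for naming. FAA4, an acyl-CoA synthetase, differed by 0.81 and OLE1, the fatty acid desaturase, by 0.72. Neither passed in limma without the trend, and leaving out 1 of 12 libraries in turn ended the call of OLE1 for 5 of them, of FAA4 for 4, of HMG1 and SFK1 for 2 each and of ERG25 for 1. SFK1, a plasma membrane protein, was at 9.51 ± 0.205 (SD, n = 2) RPKM in WA and 0.962 ± 1.30 (SD, n = 4) in the others. Of 18 genes of phospholipid synthesis, none passed the test in limma, against 4 higher and 2 lower at an unadjusted p under 0.05 and 0 and 1 with voom weights. PAP stood below the mean in 6 of the ergosterol genes (0 higher and 10 lower adjusted over the list alone, adjusted p = 0.38 with an estimated correlation), with ERG11 at -1.06. The paper sets this expression beside the slow anaerobic growth of WA and its sensitivity to alcohols that act on membranes (Fig. 2C).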

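In anaerobic YPD, GPH1 and TSL1 stood above the mean of the strains in IL01, as did 13 of 17 PAU genes. Of 20 genes of trehalose and glycogen metabolism, 7 were higher and 0 lower (11 and 0 when adjusted over the list alone, adjusted p = 0.46 with an estimated correlation) in IL01 and 0 were higher and 3 lower (0 and 8 when adjusted over the list alone, adjusted p = 0.53 with an estimated correlation) in PAP. GPH1, glycogen phosphorylase (YPR160W, chromosome XVI from 861306 to 864014), was at 49.2 ± 11.0 RPKM (SD, n = 2) in IL01 and 7.05 ± 2.03 RPKM (SD, n = 4) in the other strains, a difference of 1.88 (standard error 0.26, adjusted p = 0.0012), and TSL1, a subunit of trehalose synthase, differed by 1.61 in IL01 and -1.57 in PAP. Leaving out 1 of 12 libraries in turn ended the call of GPH1 for 5 of them and each call of TSL1 for 1. Of 47 genes induced in the environmental stress response, 11 were higher and 0 lower (21 and 0 when adjusted over the list alone, adjusted p = 0.57 with an estimated correlation) in IL01, and 0 were higher and 10 lower (1 and 15 when adjusted over the list alone, adjusted p = 0.69 with an estimated correlation) in PAP. ATP synthase genes were higher in IL01 for 3 of 16 (10 higher and 0 lower adjusted over the list alone, adjusted p = 0.58 with an estimated correlation), with ATP17 at 1.00, and respiratory chain genes lower in PAP for 4 of 25 (0 higher and 8 lower adjusted over the list alone, adjusted p = 0.38 with an estimated correlation), with RIP1, the Rieske iron-sulfur protein, at -1.57. In PAP YPD anaerobic replicate 2 the share of reads in genes was 55.57%, so low values in PAP are not separated from the scale of this library. The PAU genes code for small cell wall proteins of anaerobic cells, and their close similarity means that reads may be shared between them. Of 17 PAU genes, 13 were higher and 2 lower (14 and 2 when adjusted over the list alone, adjusted p = 0.44 with an estimated correlation) in IL01, 5 were higher and 5 lower (7 and 6 when adjusted over the list alone, adjusted p = 0.48 with an estimated correlation) in PAP and 0 were higher and 13 lower (1 and 16 when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation) in WA. PAU7 was at 1595 ± 518 (SD, n = 2) RPKM in IL01 and 27.0 ± 23.1 (SD, n = 4) in the others, PAU9 at 4396 ± 231 (SD, n = 2) in PAP and 0.179 ± 0.357 (SD, n = 4) in the others, and PAU3 at 9.73 ± 2.06 (SD, n = 2) in WA and 4359.8 ± 427 (SD, n = 4) in the others. The plot of PAU genes in anaerobic YPD gives each library.

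**Figure D1:**
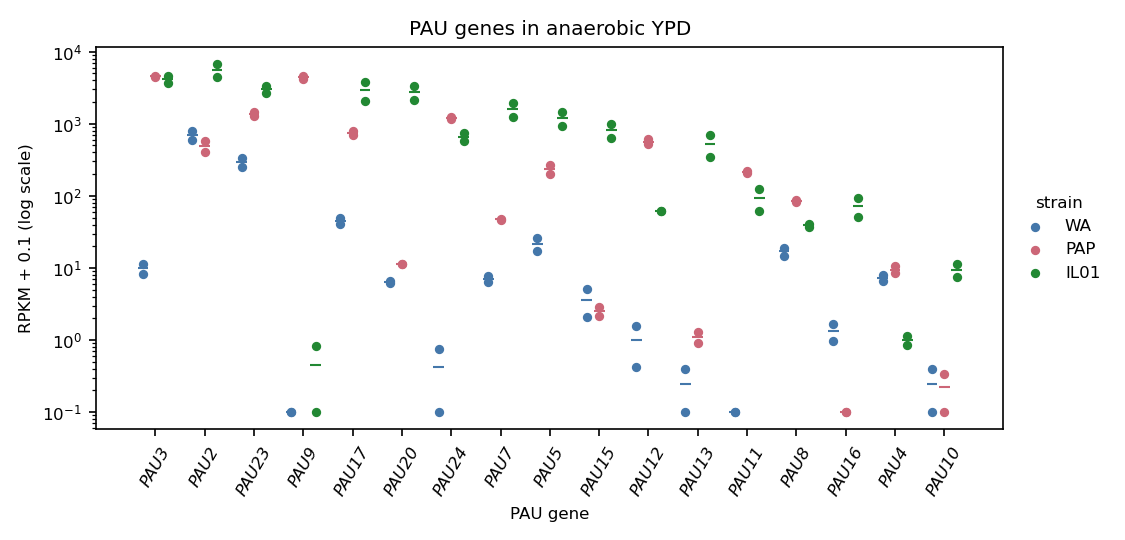
RPKM of PAU genes in anaerobic YPD on a log scale, with 0.1 added to each value. Points are libraries, colored by strain, and lines are the means of the 2 replicates.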

IL01 showed significantly higher expression of genes related to energy production, mobilization of energy reserves, gene induced in the environmental stress response, and PAU genes that are induced as part of the hypoxic response (Rachidi *et al.* 2000, Luo & van Vuuren 2009), whereas the fastest anaerobic grower PAP displayed the lowest expression of these genes (see Discussion).

### Transcriptome responses to aerobic alcohol exposure implicate common and alcohol-specific responses

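The aerobic comparison used 24 libraries, 2 replicates for each of the 3 strains in YPD, 0.8% 1-butanol, 1% isobutanol and 4% ethanol. Reads in genes had a median of 7703933 per 1-butanol library (range 6457258 to 11421532), 7584925 per isobutanol library (6585576 to 10214479) and 8446527 per ethanol library (6747609 to 9509259). After the authors' linear model, each alcohol was compared with YPD in the 12 libraries of those 2 media, as the mean change over the 3 strains for the response and as a joint test of the differences between strains for the strain-by-alcohol interaction. The comparisons between alcohols used all 24 libraries in 1 fit. The doses differ, so these compare each alcohol at the dose used, not at equal doses. The median log2 change over all genes was 0.22 in 1-butanol, 0.18 in isobutanol, 0.22 in ethanol, -0.02 between the mean of the butanols and ethanol and 0.04 between 1-butanol and isobutanol, and group medians are relative to it. Counts of genes that rose or fell depend on this scale, so those with quantile normalization are given beside them. On simulated data the response test recovered 77%, 61% and 72% of genes changed by 1 log2 unit in all strains for 1-butanol, isobutanol and ethanol, and the interaction test 46%, 30% and 35% of those changed by 2 units in 1 strain.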

To investigate mechanisms of alcohol tolerance, we next compared the transcriptome responses to 0.8% 1-butanol, 1% isobutanol, and 4% ethanol in strains growing under aerobic conditions. These doses are higher than titers produced by engineered strains, but were chosen to provoke a robust stress response but allow all three strains to grow. We used a linear model to identify genes with whose expression was responsive to alcohol independent of strain background and genes affected by a strain-by-media (*i.e.*, gene-by-environment) interaction (see Methods). We identified hundreds of genes whose expression responded to each alcohol, and many genes with strain-by-alcohol interactions (Figure 3). 

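In 1-butanol, the largest changes shared by the strains included PDR12, a plasma membrane transporter that exports weak organic acids (YPL058C, chromosome XVI from 445842 to 450377), which rose from 70.6 ± 65.0 RPKM (SD, n = 6) to 959 ± 596 RPKM (SD, n = 6), a log2 change of 3.87 (standard error 0.083, adjusted p = 2.8e-08). ALD4, the mitochondrial aldehyde dehydrogenase, rose by 1.87, and TIR3, a cell wall mannoprotein, and PNS1, a plasma membrane protein, changed by -4.98 and -2.35. In isobutanol, CIS1 rose by 3.70 and FMP23, a mitochondrial protein, by 3.13, while TPO4 changed by -3.18 and the cell wall protein CWP1 by -2.24. In ethanol, ARO10, a decarboxylase of the Ehrlich pathway (YDR380W, chromosome IV from 1234218 to 1236125), rose from 0.928 ± 0.405 RPKM (SD, n = 6) to 50.2 ± 59.9 RPKM (SD, n = 6), a change of 4.94 (standard error 0.26, adjusted p = 2.4e-06), YRO2, a membrane protein, rose by 4.00 and ARO9, an aromatic aminotransferase, by 3.74. The response passed the threshold for 593 genes in 1-butanol (459 rose and 134 fell, 315 and 261 with quantile normalization), 583 in isobutanol (447 and 136, 339 and 249) and 388 in ethanol (311 and 77, 229 and 158). A block per strain and replicate gave 1495, 1078 and 746 genes, and a fit of all 24 libraries 1109, 1079 and 814. The strain-by-alcohol interaction passed it for 9, 12 and 0 genes in limma, for 6, 14 and 0 with voom weights, and for 516, 391 and 740 at an unadjusted p under 0.05. These counts were 97, 24 and 11 with a block per strain and replicate and 78, 64 and 29 in a fit of all 24 libraries, and with 1 library left out they ran from 0 up to 45 (without WA YPD aerobic replicate 2), 24 (without WA YPD aerobic replicate 1 or 2) and 523 (without WA YPD aerobic replicate 2). Leaving out 1 library gave 270 (without PAP 1-butanol aerobic replicate 2) to 1371 (without WA YPD aerobic replicate 1) genes for 1-butanol, 285 (without WA isobutanol aerobic replicate 2) to 1280 (without WA YPD aerobic replicate 1) for isobutanol and 151 (without IL01 ethanol aerobic replicate 2) to 1275 (without WA YPD aerobic replicate 1) for ethanol, and 9, 7 and 9 of the 12 libraries moved these counts by more than 1.5 times.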

We hierarchically clustered the combined set of 776 genes that responded to any of the three alcohols (including those with strain-specific alcohol responses, Figure 3A, Dataset 3).

Many of the expression responses were similar across strains and regardless of alcohol identity. This included induction of genes involved in mitochondrial functions, siderophore transport, aryl-alcohol dehydrogenases, and zinc binding, and repression of genes encoding transporters and many other membrane proteins (Figure 3B). In contrast, there were also several responses unique to 1-butanol and isobutanol compared to ethanol. 

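The responses to the 3 alcohols shared many genes. 1-butanol and isobutanol raised 299 genes and lowered 77 in common, against 36 and 3.26 for independent lists of these sizes. 1-butanol and ethanol raised 127 and lowered 31 in common (independent lists 24.3 and 1.84), and isobutanol and ethanol 143 and 25 (24.1 and 1.88). Among the shared increases was FAA1, a long-chain acyl-CoA synthetase (YOR317W, chromosome XV from 909343 to 911445), with log2 changes of 1.62, 1.20 and 2.19 in 1-butanol, isobutanol and ethanol, and PHO89 changed by -3.02, -0.94 (a call lost for 10 of 12 libraries left out in turn) and -1.86. The alcohols share their YPD libraries, and simulated responses with no effect in 20 draws had a mean covariance of 0.0196 across genes for 1-butanol and isobutanol, against 0.187 observed and 0.173 with the YPD libraries split between them. For 1-butanol and ethanol the covariance was 0.102 (simulated 0.0195, split 0.0893) and for isobutanol and ethanol 0.115 (0.0174 and 0.103). Correlations in the same order were 0.801, 0.474 and 0.518, against simulated means of 0.508, 0.498 and 0.437. With the YPD libraries split they were 0.669, 0.372 and 0.424. By correlation, 1-butanol and ethanol therefore did not stand above what shared YPD libraries alone gave. The union over the 3 alcohols, interactions included, held 959 genes, and 135 genes passed the threshold in the response to each alcohol.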

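FIT2 rose in both butanols and AAD6 in each alcohol, and the respiratory chain genes past the threshold fell in the butanols and rose in ethanol. Of 7 genes of siderophore transport, 4 rose and 1 fell (5 and 1 when adjusted over the list alone, adjusted p = 0.38 with an estimated correlation) in 1-butanol, 5 rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) in isobutanol and 1 rose and 1 fell (2 and 1 when adjusted over the list alone) in ethanol. FIT2, a siderophore-holding mannoprotein of the cell wall (YOR382W, chromosome XV from 1059531 to 1059992), rose from 142 ± 206 RPKM (SD, n = 6) to 1518 ± 1632 RPKM (SD, n = 6) in 1-butanol, a change of 3.64 (adjusted p = 7.1e-08), and by 3.29 in isobutanol, while in ethanol FIT3 rose by 1.02 (a call lost with no replicate block, with quantile normalization and for 4 of 12 libraries left out in turn) and SIT1, a ferrioxamine transporter, changed by -1.78. Of 6 aryl-alcohol dehydrogenase genes, 3 rose in each alcohol and none fell, with AAD6 at 2.96, 2.43 and 1.51, though reads may be shared within this family. In the zinc regulon of 16 genes, 4 rose and 1 fell (5 and 3 when adjusted over the list alone) in 1-butanol, 4 rose and 2 fell (6 and 3 when adjusted over the list alone) in isobutanol and 1 rose and 0 fell (the same when adjusted over the list alone) in ethanol, though the median of the list lay at -0.13, 0.00 and -0.25 relative to all genes. IZH4, a membrane protein of zinc metabolism (YOL101C, chromosome XV from 126982 to 127920), rose by 3.93 (adjusted p = 2.1e-05) in 1-butanol and 2.97 (adjusted p = 4.5e-05) in isobutanol. Of 24 genes of the respiratory chain, 9 fell in 1-butanol (0 higher and 12 lower adjusted over the list alone, adjusted p = 0.18 with an estimated correlation), 12 fell in isobutanol (0 higher and 13 lower adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) and 8 rose in ethanol (15 higher and 1 lower adjusted over the list alone, adjusted p = 0.52 with an estimated correlation). Of 67 genes of the mitochondrial ribosome, 2 rose and 0 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.74 with an estimated correlation) in ethanol, while in 1-butanol none passed the test in limma, against 9 higher and 0 lower at an unadjusted p under 0.05 and 0 and 0 with voom weights. Among transporters, PMA1, the plasma membrane proton pump, changed by -0.48 in 1-butanol and -0.35 in ethanol (a call lost for 10 of 12 libraries left out in turn), and SAM3, the S-adenosylmethionine permease, by -1.13 in 1-butanol and -1.22 in isobutanol. Of 18 cation transport genes, 0 rose and 3 fell (0 and 5 when adjusted over the list alone, adjusted p = 0.18 with an estimated correlation) in 1-butanol, 1 rose and 4 fell (2 and 6 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) in isobutanol and 2 rose and 2 fell (4 and 3 when adjusted over the list alone) in ethanol.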

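With oxygen, genes of iron uptake and lysine synthesis were higher in the butanols than in ethanol. Of 28 genes of the Aft1 iron regulon, 21 were higher and 0 lower (22 and 1 when adjusted over the list alone, adjusted p = 0.042 with an estimated correlation) in the mean of 1-butanol and isobutanol than in ethanol. FIT1, another siderophore-holding mannoprotein (YDR534C, chromosome IV from 1503314 to 1504900), was at 20.5 ± 17.4 RPKM (SD, n = 12) in the butanols and 2.67 ± 1.38 RPKM (SD, n = 6) in ethanol, a log2 difference of 2.32 (standard error 0.20, adjusted p = 2.4e-07), and FRE4, a reductase of iron-bearing siderophores, differed by 2.62. Of 44 Gcn4 targets of amino acid synthesis, 25 were higher and 0 lower (28 and 0 when adjusted over the list alone, adjusted p = 0.08 with an estimated correlation), with ARG4, argininosuccinate lyase, at 1.02, and of 9 genes of lysine synthesis, 7 were higher and 0 lower (8 and 0 when adjusted over the list alone, adjusted p = 0.04 with an estimated correlation), with LYS2 at 0.93. All 3 ammonium permease genes were higher (3 higher and 0 lower adjusted over the list alone, adjusted p = 0.1 with an estimated correlation), MEP1 by 1.41, MEP2 by 0.54 (a call lost for 11 of 24 libraries left out in turn) and MEP3 by 0.52. Of 25 genes of ergosterol synthesis, 13 were higher and 0 lower (15 and 0 when adjusted over the list alone, adjusted p = 0.064 with an estimated correlation), with ERG4, the last enzyme of the pathway, at 1.11 and ERG27 at 0.87, of 15 genes of fatty acid synthesis, 4 were higher and 2 lower (6 and 3 when adjusted over the list alone), with ACB1, the acyl-CoA binding protein, at 0.93 and FAA1 at -0.78, and of 18 genes of phospholipid synthesis, 3 were higher and 0 lower (3 and 1 when adjusted over the list alone), with PIS1, phosphatidylinositol synthase, at 0.61. Of 21 alcohol and aldehyde dehydrogenases and reductases, 6 were higher and 0 lower (7 and 0 when adjusted over the list alone), though their median lay at -0.13 relative to all genes, with ALD6, an aldehyde dehydrogenase, at 0.74 and ARI1, an aldehyde reductase, at 0.72. Altogether 762 genes differed, 416 higher and 346 lower in the butanols (600 and 492 with quantile normalization), and these are differences between 0.8% 1-butanol or 1% isobutanol and 4% ethanol.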

Butanol isoforms induced a different set of genes linked to membrane synthesis, as well as genes associated with oxidoreduction, iron homeostasis, amino-acid biosynthesis, and ammonium transport. 

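FLO11, HMS1 and PHD1 rose in aerobic ethanol, where the respiratory chain genes stood above their level in the butanols. FLO11, the cell surface flocculin of filamentous growth (YIR019C, chromosome IX from 389572 to 393675), rose from 4.32 ± 5.56 RPKM (SD, n = 6) in YPD to 115 ± 106 RPKM (SD, n = 6) in ethanol, a log2 change of 4.73 (standard error 0.49, adjusted p = 0.00022), with a log2 ratio of -0.37 (adjusted p = 0.48) in 1-butanol. Of 6 flocculation genes, 3 rose and 0 fell (4 and 0 when adjusted over the list alone, adjusted p = 0.52 with an estimated correlation) in ethanol, and 4 of 6 were lower in the butanols than in ethanol (0 higher and 4 lower adjusted over the list alone, adjusted p = 0.04 with an estimated correlation), with FLO5 at -2.92, though reads may be shared among FLO genes. HMS1, a transcription factor of pseudohyphal growth (YOR032C, chromosome XV from 389771 to 391075), rose from 0.362 ± 0.214 RPKM (SD, n = 6) to 5.04 ± 0.807 RPKM (SD, n = 6) (adjusted p = 1.2e-05). PHD1, another such factor, rose by 2.30 (adjusted p = 2.5e-05) and differed by -2.05 between the butanols and ethanol, and of 17 genes of pseudohyphal growth, 3 rose and 0 fell (4 and 0 when adjusted over the list alone) in ethanol. Among 9 hexose transporter and glucose sensor genes, 3 rose and 1 fell (3 and 2 when adjusted over the list alone) in ethanol: HXT1, the low-affinity transporter, changed by -4.47, HXT4 by 2.18 and the glucose sensor SNF3 by 1.23. Against the butanols, HXT4 differed by -4.65 and HXT1 by 3.15, with reads possibly shared within the family. Among respiration genes, QCR2, a core subunit of ubiquinol-cytochrome c reductase, rose by 0.72 (adjusted p = 0.0014) in ethanol and CIT1, mitochondrial citrate synthase, by 1.18. All 24 respiratory chain genes measured were lower in the butanols than in ethanol (0 higher and 24 lower adjusted over the list alone, adjusted p = 0.011 with an estimated correlation), with SDH1, a subunit of succinate dehydrogenase, at -1.31 and CYC1 at -1.15, as were 13 of 16 ATP synthase genes (1 higher and 14 lower adjusted over the list alone, adjusted p = 0.04 with an estimated correlation).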

Interestingly, ethanol uniquely triggered in all three strains the induction of genes involved in flocculation, hexose transport, pseudohyphal growth, and respiration, whereas butanol isoforms did not (Figure 3B). These responses are also seen in cells undergoing filamentous growth, and ethanol is known to trigger the response in some strains (Lorenz *et al.* 2000). 

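The flocculation and filamentous-growth genes named above were also tested within each strain in aerobic ethanol. In IL01, FLO11 went from 2.03 ± 0.994 RPKM (SD, n = 2) to 214 ± 129 RPKM (SD, n = 2), a log2 change of 6.67 (adjusted p = 0.0019), and FLO5 changed by 4.71 (adjusted p = 9.5e-05). In WA, FLO11 went from 10.2 ± 6.86 RPKM (SD, n = 2) to 116 ± 24.2 RPKM (SD, n = 2), a log2 ratio of 3.67 (adjusted p = 0.041) that did not pass the threshold, and of the 6 flocculation genes 0 passed it in limma, against 3 at an unadjusted p under 0.05 and 1 with voom weights. In PAP, FLO5 changed by 2.31 (adjusted p = 0.0092), a call lost with no replicate block. HMS1 rose by 3.29 in WA and 3.65 in IL01, and in PAP it went from 0.111 ± 0.0645 RPKM (SD, n = 2) to 4.40 ± 0.515 RPKM (SD, n = 2) (adjusted p = 0.00041). PHD1 rose by 2.41 in PAP and 3.97 in IL01. The differences between strains in these ethanol responses were tested, and none of the FLO genes passed the threshold for an interaction, at 1 of 6 lower in WA than in the other strains at an unadjusted p under 0.05. The paper relates these responses to filamentous growth, which ethanol triggers in some strains.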

There were also several aspects of the responses that were different across strains. 

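More genes of fatty acid synthesis passed the test in WA than in the other strains when butanols were added with oxygen present. In WA, of 15 such genes, 8 rose and 0 fell (10 and 0 when adjusted over the list alone, adjusted p = 0.44 with an estimated correlation) in 1-butanol and 7 rose and 0 fell (9 and 1 when adjusted over the list alone, adjusted p = 0.48 with an estimated correlation) in isobutanol, and ACB1, the acyl-CoA binding protein (YGR037C, chromosome VII from 559731 to 559994), rose from 708 ± 7.29 RPKM (SD, n = 2) to 1979 ± 129.7 RPKM (SD, n = 2) in 1-butanol, a log2 change of 1.48 (standard error 0.12, adjusted p = 0.00013). PHS1, a dehydratase of long-chain fatty acid elongation, rose by 1.47 and 1.30 and FAA4 by 1.57 and 1.62 in 1-butanol and isobutanol. In PAP, 3 rose and 0 fell (4 and 1 when adjusted over the list alone) in 1-butanol, where quantile normalization gave 1 and 2, and 1 rose and 0 fell (the same when adjusted over the list alone) in isobutanol, and in IL01 1 rose and 0 fell (2 and 0 when adjusted over the list alone) and 1 rose and 1 fell (3 and 1 when adjusted over the list alone), with FAA1 at 1.83 in PAP and 1.31 in IL01 in 1-butanol. Tested directly, the response of WA minus the mean of the other strains had a median of 0.81 above all genes for the fatty acid genes in 1-butanol, where none passed the threshold in limma (10 higher at an unadjusted p under 0.05, 0 with voom weights; 6 higher and 0 lower adjusted over the list alone, adjusted p = 0.36 with an estimated correlation). In isobutanol that median was 0.71, and 1 was higher and 0 lower (8 and 0 when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation), with ELO1 at 2.14 (adjusted p = 0.0022). Of 25 genes of ergosterol synthesis, 1 rose and 0 fell (2 and 1 when adjusted over the list alone) in WA in 1-butanol, HMG2 at 1.01, and 0 were higher and 0 lower (1 and 0 when adjusted over the list alone) in WA than in the others. Other genes with a stronger response in WA included TIP1, a cell wall mannoprotein, by 4.30 (adjusted p = 0.0049) in 1-butanol and 5.29 (adjusted p = 0.0011) in isobutanol, and LYS20, homocitrate synthase of lysine synthesis, had a response lower than in the others by a log2 difference of -1.81 (adjusted p = 0.0081) and -2.26 (adjusted p = 0.0037). Without the trend, limma called neither of these for LYS20, nor TIP1 in 1-butanol. In ethanol, 2 rose and 0 fell (3 and 0 when adjusted over the list alone, adjusted p = 0.39 with an estimated correlation) in WA.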

Most notably, WA showed much stronger induction of lipid and fatty-acid biosynthesis genes, especially in response to butanols, again suggesting that this strain may experience specific defects in membrane function (see Discussion).

### Strain-specific responses to alcohol are different anaerobically

Most industrial fermentations are anaerobic, however the majority of studies analyzing alcohol toxicity are based on aerobic conditions. 

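The anaerobic comparison used another 24 libraries, 2 replicates for each strain in YPD, 0.8% 1-butanol, 1% isobutanol and 3% ethanol. The ethanol dose is lower than the 4% used with oxygen, so a comparison of ethanol across oxygen conditions is also one of doses. Median reads in genes were 7316291 per 1-butanol library (range 5983218 to 10339141), 7729291 per isobutanol library (6165750 to 8908078) and 7566727 per ethanol library (6529956 to 10487731). The tests were those of the aerobic comparison, and changes with oxygen were tested as the anaerobic minus the aerobic response in the libraries of both conditions. The median log2 change over all genes was 0.17 in 1-butanol, 0.11 in isobutanol and 0.04 in ethanol, 0.09 between the butanols and ethanol, 0.05 between 1-butanol and isobutanol, and -0.09, -0.10 and -0.18 for the anaerobic minus the aerobic response. The 2 libraries labelled WA in anaerobic ethanol differ from the other WA libraries in which genes have reads. The main results that use them are therefore given for the libraries as labelled and again without them. Some values of single genes are given only as labelled. On simulated data the response test recovered 75%, 78% and 84% of genes changed by 1 log2 unit in 1-butanol, isobutanol and ethanol. The strain-by-alcohol test recovered 15%, 14% and 53% of those changed by 2 units in 1 strain.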

We therefore analyzed the transcriptome response to each alcohol anaerobically, comparing the response to 0.8% 1-butanol, 1% isobutanol, and 3% ethanol to anaerobic YPD growth. Pooled together, the analysis identified 2,075 genes that were differentially expressed in response to alcohols in one or more strains (Dataset 4). All three alcohols were more inhibitory in anaerobic conditions (see Figure 1), and we correspondingly observed 2.sixfold more genes differentially regulated in response to alcohols under anaerobic *vs.* aerobic conditions (Figure 4). 

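TDH1, a glyceraldehyde-3-phosphate dehydrogenase of nongrowing cells (YJL052W, chromosome X from 338271 to 339269), had the largest increase in 1-butanol without oxygen among the genes chosen for naming, from 88.0 ± 113 RPKM (SD, n = 6) in YPD to 5770.2 ± 5358 RPKM (SD, n = 6), a log2 change of 6.71 (standard error 0.18, adjusted p = 2.6e-29). It also rose by 5.98 in isobutanol and 6.03 in ethanol (5.12 without the libraries labelled WA). HSP26, a small heat shock chaperone, rose by 4.30, 3.38 and 4.42 (5.46 without them), and HXT1 changed by -3.82, -3.05 and -5.50 (-4.70). The response passed the threshold for 1550 genes in 1-butanol (1146 rose and 404 fell, 940 and 986 with quantile normalization), 793 in isobutanol (646 and 147, 447 and 379) and 709 in ethanol (449 and 260, 615 and 598). In isobutanol a block per strain and replicate gave 1412, a fit of all 24 libraries 1214 and a fit without the 4 libraries with the lowest share of reads in genes 386. In ethanol the last gave 1251 and voom weights 1238. Without the 2 libraries labelled WA the ethanol response held 293 genes (225 rose and 68 fell), of which 259 were among the 709, or 510 with quantile normalization (298 and 212). The union over the alcohols, interactions included, was 1942 genes, 2.03 times the aerobic union, and 1718 without those libraries, or 1.79 times. This ratio was 1.52 at FDR under 5%, 2.6 with quantile normalization and 2.84 with voom weights. In the anaerobic responses, 1-butanol and isobutanol raised 581 genes and lowered 129 in common, against 129.5 and 10.5 for independent lists. The covariance of their log2 changes was 0.363, against 0.0155 in simulations with no effect and 0.336 with the YPD libraries split between them. Leaving out 1 library gave 961 (without WA 1-butanol anaerobic replicate 2) to 1838 (without PAP YPD anaerobic replicate 1) genes for 1-butanol, 446 (without WA isobutanol anaerobic replicate 2) to 1684 (without IL01 isobutanol anaerobic replicate 2) for isobutanol and 375 (without WA ethanol anaerobic replicate 2) to 1270 (without PAP YPD anaerobic replicate 1) for ethanol, and 1, 7 and 4 libraries moved these counts by more than 1.5 times.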

Many of the responses were common to all three alcohols; however, we observed one gene cluster with a specific response to butanols (Figure 4B, orange text). This group of induced genes was enriched for genes related to membranes, mitochondrial function, and Gcn4 targets involved in amino acid biosynthesis. These genes were either not strongly induced or in the case of WA were strongly repressed in response to ethanol. 

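Without oxygen, LYS1, ARG1, ARG3 and INO1 were higher in the butanols, at 0.8% and 1%, than in ethanol at 3%. Of 44 Gcn4 targets of amino acid synthesis, 25 were higher and 0 lower (30 and 0 when adjusted over the list alone, adjusted p = 0.71 with an estimated correlation) in the mean of the butanols than in ethanol, and 27 were higher and 0 lower (33 and 0 when adjusted over the list alone, adjusted p = 0.58 with an estimated correlation) without the libraries labelled WA. LYS1, saccharopine dehydrogenase (YIR034C, chromosome IX from 419615 to 420736), was at 56.9 ± 24.7 RPKM (SD, n = 12) in the butanols and 13.0 ± 3.94 RPKM (SD, n = 6) in ethanol, a log2 difference of 2.07 (standard error 0.14, adjusted p = 1.1e-09), or 2.26 without those libraries. Of 10 genes of arginine synthesis, 8 were higher and 0 lower (9 and 0 when adjusted over the list alone, adjusted p = 0.56 with an estimated correlation) and 9 were higher without them, with ARG3 at 2.51 (2.10) and ARG1, argininosuccinate synthetase, at 2.26 (2.25). Of 18 genes of phospholipid synthesis, 8 were higher and 1 lower (9 and 1 when adjusted over the list alone) and 9 were higher and 0 lower (11 and 0 when adjusted over the list alone, adjusted p = 0.77 with an estimated correlation) without the libraries labelled WA, with INO1, inositol-3-phosphate synthase, at 1.73 and OPI3, a phosphatidylethanolamine methyltransferase, at 0.73 (a call lost for 3 of 24 libraries left out in turn). Fatty acid synthesis genes were higher for 4 of 14 (4 higher and 0 lower adjusted over the list alone) and for 0 without them (5 at an unadjusted p under 0.05, 0 with voom weights), and ELO1 differed by 1.14 (adjusted p = 6.5e-06), or 0.12 (adjusted p = 0.65) without them. Of 24 respiratory chain genes, 6 were higher and 0 lower (9 and 0 when adjusted over the list alone) and 6 were higher and 0 lower (7 and 0 when adjusted over the list alone) without them, with NDE1 at 1.08, or 0.91 (adjusted p = 0.027) without them. Among 67 mitochondrial ribosome genes, 2 were higher and 2 lower (1 and 0 when adjusted over the list alone). In all, 1341 genes differed (963 higher and 378 lower in the butanols, 822 and 778 with quantile normalization), and 821 without those libraries (696 and 125, and 474 and 402 with quantile normalization). Ribosomal protein genes were lower in the butanols for 127 of 137 (0 higher and 131 lower adjusted over the list alone, adjusted p = 0.65 with an estimated correlation), and for 33 without the libraries labelled WA.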

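Against WA in YPD, the 2 libraries labelled WA in anaerobic ethanol were lower in ERG5 and ARG1 and higher in PAU5, but they also differ from every other WA library in which genes are expressed at all. In them ERG5 went from 42.4 ± 5.50 RPKM (SD, n = 2) to 5.12 ± 1.35 RPKM (SD, n = 2), a log2 change of -3.07 (standard error 0.33, adjusted p = 2.1e-06), and of 25 ergosterol synthesis genes, 0 rose and 12 fell (0 and 18 when adjusted over the list alone, adjusted p = 0.39 with an estimated correlation). Of 44 Gcn4 targets, 2 rose and 7 fell (3 and 9 when adjusted over the list alone, adjusted p = 0.82 with an estimated correlation), with ARG1 at -2.71 and HIS4, an enzyme of histidine synthesis, at 1.78, and of 17 PAU genes, 12 rose and 2 fell (13 and 2 when adjusted over the list alone, adjusted p = 0.39 with an estimated correlation), with PAU5 at 7.23. ELO1 went from 496 ± 56.1 (SD, n = 2) RPKM to 33.3 ± 2.63 (SD, n = 2), and MDH1, mitochondrial malate dehydrogenase, changed by 1.10 (adjusted p = 0.00098).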

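The 2 libraries labelled WA in anaerobic ethanol carry reads in genes with at most 3 reads in every other WA library. The genes named here for these libraries were chosen after their values were seen. BDS1, an aryl- and alkyl-sulfatase (YOL164W, chromosome XV from 6175 to 8115), had 204 and 314 reads in them and 0 in all other libraries of the 3 strains, as did YER188W (178 and 262), YJL113W (195 and 189), YOL162W (36 and 44) and YOL163W (20 and 28). BDS1, YOL163W, YOL162W, YOL159C-A, CSS3 and ENB1 lie between 6175 and 21311 at the left end of that chromosome. AI2, a mitochondrial intron-encoded gene, had 5249 and 6488 reads against at most 2 in other WA libraries, while OPT2, an oligopeptide transporter, had 1 read in each against at least 391. Over 6012 genes, 19 went from at most 3 reads in each of the 14 other WA libraries to at least 20 in both of these and 4 did the reverse, against at most 1 gene in any other group of replicates. Genes that part WA from PAP by more than 1 log2 unit in the 7 other conditions kept their direction here for 63 of 90, and those that part WA from IL01 for 59 of 79, against 68 of 68 between PAP and IL01. The strain-by-ethanol interaction held 243 genes with these libraries (378 with quantile normalization) and 24 between PAP and IL01 alone. The log2 response of TIP1, a mannoprotein of the cell wall, in the libraries labelled WA differed from that of the other strains by -4.68 (adjusted p = 1.2e-07). In the paper's growth measurements without oxygen the strains differed little at the dose shown, and it used 3% ethanol there because WA grew poorly at 4%. The map of genes that part these libraries from other WA libraries gives each library.

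**Figure D2:**
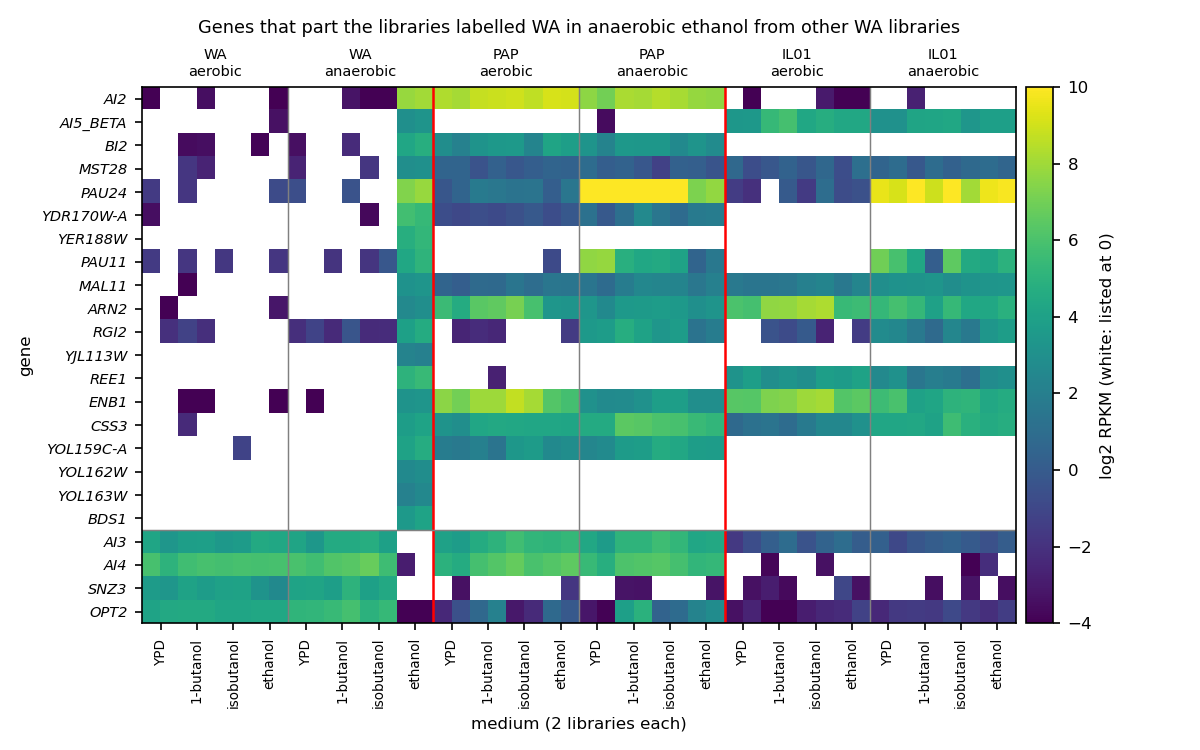
Expression of the genes that part the 2 libraries labelled WA in anaerobic ethanol from the other WA libraries, in all libraries. Color is log2 RPKM and white is a gene listed at 0. Genes of the upper block had at least 20 reads in both labelled libraries and at most 3 in each other WA library. For the lower block it was the reverse.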

WA had other unique responses to ethanol and likely contributed to the large number of strain-by-ethanol responses (Figure 4A). In contrast, the anaerobic response to butanols was largely similar across the three strains.

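INO1, TDH1 and QCR8 rose in all 3 strains in anaerobic 1-butanol. INO1, which makes inositol phosphate for membrane lipids (YJL153C, chromosome X from 134332 to 135933), rose by 4.63 in WA, 5.56 in PAP and 4.86 in IL01 in 1-butanol, and TDH1 by 6.99, 7.53 and 5.59. Of 49 genes induced in the environmental stress response, 15 rose and 0 fell (23 and 0 when adjusted over the list alone, adjusted p = 0.8 with an estimated correlation) in WA, 36 rose and 0 fell (42 and 0 when adjusted over the list alone, adjusted p = 0.65 with an estimated correlation) in PAP and 25 rose and 0 fell (31 and 0 when adjusted over the list alone, adjusted p = 0.54 with an estimated correlation) in IL01. For the respiratory chain, 3 rose and 0 fell (5 and 0 when adjusted over the list alone, adjusted p = 0.8 with an estimated correlation) in WA, where none passed with quantile normalization, 15 rose and 0 fell (18 and 1 when adjusted over the list alone, adjusted p = 0.75 with an estimated correlation) in PAP and 9 rose and 0 fell (14 and 0 when adjusted over the list alone, adjusted p = 0.54 with an estimated correlation) in IL01, and QCR8, a subunit of ubiquinol-cytochrome c reductase, rose by 1.56, 2.96 and 2.40. Tested directly, the response of PAP minus that of the others was higher for 10 stress response genes (12 higher and 0 lower adjusted over the list alone, adjusted p = 0.95 with an estimated correlation) and 7 of 20 trehalose and glycogen genes (9 higher and 0 lower adjusted over the list alone, adjusted p = 0.95 with an estimated correlation), and with quantile normalization for 1 and 1. The strain-by-alcohol interaction held 132 genes in 1-butanol and 23 in isobutanol, 45 and 11 with quantile normalization, 223 and 202 with a block per strain and replicate, 29 and 6 with voom weights, and 22 and 3 without the 4 libraries with the lowest share of reads in genes. Leaving out 1 library gave 24 (without WA 1-butanol anaerobic replicate 1) to 230 (without IL01 1-butanol anaerobic replicate 1) genes for 1-butanol and 7 (without PAP YPD anaerobic replicate 2) to 486 (without IL01 isobutanol anaerobic replicate 2) for isobutanol, and 5 and 9 libraries moved these counts by more than 1.5 times. In simulations this test recovered 15% and 14% of genes changed by 2 log2 units in 1 strain, so a low count does not show a shared response.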

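Genes that passed the threshold with and without oxygen mostly moved the same way. In 1-butanol 323 genes passed in both conditions, against 154.5 for independent lists, and 24 of them moved in opposite directions. OPI3, which makes phosphatidylcholine, was among those that rose in both, by 0.87 with oxygen (a call lost for 9 of 12 libraries left out in turn) and 2.58 without it. In isobutanol 232 genes passed in both (77.7 for independent lists, 18 in opposite directions), with RSB1, a sphingoid base exporter, at 4.21 with oxygen. In ethanol 205 passed in both (47.1, 12), 131 without the libraries labelled WA in anaerobic ethanol, and GAC1, a regulator of glycogen synthesis, rose by 2.80 with oxygen and 3.33 without it (3.30 without those libraries). The correlation of the aerobic and anaerobic log2 changes over genes was 0.432, 0.519 and 0.484. Tested directly, the response changed with oxygen for 362 genes in 1-butanol (229 higher and 133 lower without oxygen, 378 and 305 with quantile normalization), 174 in isobutanol (100 and 74, 121 and 90) and 231 in ethanol (80 and 151, 166 and 133), or 84 in ethanol without those libraries (38 and 46, or 101 and 37 with quantile normalization).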

To better understand the differences in alcohol responses, independent of strain-specific responses, we compared the alcohol-responsive genes identified by each linear model (FDR < 1%) when cells were grown with and without oxygen (Figure 5) and investigated functional enrichment among genes in each set. This provides a complementary analysis to the clustering described above. Anaerobically, all three alcohols triggered the induction of genes related to energy metabolism. These include genes involved in respiration, TCA cycle, energy reserve metabolism, and/or the stress response, and together suggests energy limitation during anaerobic alcohol defense (see Discussion). 

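In all 3 alcohols without oxygen, the genes past the threshold for energy reserves, the TCA cycle and the stress response rose. Of 20 genes of trehalose and glycogen metabolism, 19 rose and 0 fell (the same when adjusted over the list alone, adjusted p = 0.72 with an estimated correlation) in 1-butanol, 14 rose and 0 fell (16 and 0 when adjusted over the list alone, adjusted p = 0.77 with an estimated correlation) in isobutanol and 16 rose and 0 fell (the same when adjusted over the list alone, adjusted p = 0.3 with an estimated correlation) in ethanol, or 13 rose and 0 fell (15 and 0 when adjusted over the list alone, adjusted p = 0.27 with an estimated correlation) without the libraries labelled WA. PGM2, phosphoglucomutase (YMR105C, chromosome XIII from 475897 to 477606), rose from 33.2 ± 30.6 RPKM (SD, n = 6) to 268 ± 214 RPKM (SD, n = 6) in 1-butanol, a log2 change of 3.17 (standard error 0.19, adjusted p = 2.4e-17), and GAC1 rose by 3.16 in 1-butanol and 3.04 in isobutanol. Of 17 TCA cycle genes, 10 rose and 0 fell (12 and 0 when adjusted over the list alone, adjusted p = 0.76 with an estimated correlation) in 1-butanol, 8 rose and 0 fell (11 and 0 when adjusted over the list alone, adjusted p = 0.77 with an estimated correlation) in isobutanol and 5 rose and 0 fell (11 and 0 when adjusted over the list alone, adjusted p = 0.51 with an estimated correlation) in ethanol, or 4 rose and 0 fell (5 and 0 when adjusted over the list alone, adjusted p = 0.41 with an estimated correlation) without those libraries, with MDH1 at 1.86, 1.34 and 0.96. Of the genes induced in the environmental stress response, 43 of 49 rose in 1-butanol, 28 of 49 in isobutanol and 30 of 48 in ethanol, 22 without those libraries, and none fell. With an estimated correlation these list tests gave an adjusted p of 0.72, 0.84 and 0.38. Against this, of 137 ribosomal protein genes, 0 rose and 79 fell (0 and 90 when adjusted over the list alone, adjusted p = 0.76 with an estimated correlation) in 1-butanol and 0 rose and 20 fell (0 and 51 when adjusted over the list alone, adjusted p = 0.84 with an estimated correlation) in isobutanol, with RPS24B at -1.93 in 1-butanol. Compared with the aerobic response, 17 of 20 trehalose and glycogen genes rose more without oxygen in 1-butanol (17 higher and 0 lower adjusted over the list alone, adjusted p = 0.068 with an estimated correlation) and 5 in isobutanol (8 higher and 0 lower adjusted over the list alone, adjusted p = 0.15 with an estimated correlation), with GPH1 at 3.90 in 1-butanol. The paper proposes that energy is limiting during anaerobic alcohol defense.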

Aerobically, butanols induced genes involved in iron homeostasis, oxidoreduction, and amino-acid biosynthesis, with isobutanol producing a broader effect across Gcn4 targets as well as other genes related to lysine, arginine, and purine biosynthesis (see also Figure 4). 

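With oxygen TIS11 rose in 1-butanol, and genes under Gcn4 and of purine and methionine synthesis stood lower in 1-butanol than in isobutanol. Of 28 genes of the Aft1 iron regulon, 17 rose and 1 fell (18 and 1 when adjusted over the list alone, adjusted p = 0.53 with an estimated correlation) in 1-butanol and 19 rose and 0 fell (21 and 1 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) in isobutanol, with TIS11, which degrades messages of iron-using proteins (YLR136C, chromosome XII from 415801 to 416658), rising from 21.6 ± 20.5 RPKM (SD, n = 6) to 64.7 ± 41.0 RPKM (SD, n = 6) in 1-butanol, a log2 change of 1.84 (standard error 0.23, adjusted p = 0.00076). Of 44 Gcn4 targets, 8 rose and 3 fell (10 and 4 when adjusted over the list alone) in 1-butanol and 21 rose and 0 fell (26 and 0 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) in isobutanol, and in 1-butanol quantile normalization gave 6 and 8 and the list median lay at -0.11 relative to all genes. LYS12, homoisocitrate dehydrogenase (YIL094C, chromosome IX from 186517 to 187632), rose by 0.84 in 1-butanol and 1.25 (adjusted p = 6.8e-05) in isobutanol. Tested directly, 0 were higher and 14 lower (0 and 27 when adjusted over the list alone, adjusted p = 0.016 with an estimated correlation) in 1-butanol than in isobutanol, with HIS4 at -1.68. Of 15 genes of purine synthesis, 0 were higher and 9 lower (0 and 12 when adjusted over the list alone, adjusted p = 0.0048 with an estimated correlation), with ADE17, a late enzyme of the pathway, at -1.48 in 1-butanol and 0.80 in isobutanol (a call lost for 5 of 12 libraries left out in turn). Of 22 genes of methionine synthesis and sulfur assimilation, 0 were higher and 9 lower (0 and 14 when adjusted over the list alone, adjusted p = 0.0048 with an estimated correlation), with MET6, methionine synthase, at -1.59. Lysine synthesis rose for 4 of 9 genes in 1-butanol (5 higher and 0 lower adjusted over the list alone) and 6 in isobutanol (7 higher and 0 lower adjusted over the list alone, adjusted p = 0.32 with an estimated correlation), and arginine synthesis in isobutanol for 4 of 10 (5 higher and 0 lower adjusted over the list alone). Between the butanols 163 genes differed, 56 higher and 107 lower in 1-butanol (64 and 136 with quantile normalization), at 0.8% against 1%.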

Butanols triggered reduced expression of respiration genes during aerobic growth but induced expression anaerobically – this was in contrast to ethanol that led to the induction of respiration genes both aerobically and anaerobically (Figure 3-5). 

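Respiratory chain genes past the threshold fell in the butanols with oxygen and rose without it. CYC1, cytochrome c, changed by -0.89 (adjusted p = 1.8e-05) and -0.87 (adjusted p = 4.5e-05) in aerobic 1-butanol and isobutanol, and NDE1 by -0.90 (adjusted p = 5.7e-05) and -1.11 (adjusted p = 4.3e-05). Without oxygen, of 24 such genes, 17 rose and 0 fell (19 and 0 when adjusted over the list alone, adjusted p = 0.75 with an estimated correlation) in 1-butanol, and of 25, 15 rose and 0 fell (18 and 0 when adjusted over the list alone, adjusted p = 0.92 with an estimated correlation) in isobutanol. QCR8 (YJL166W, chromosome X from 106434 to 106718) rose from 17.4 ± 7.23 RPKM (SD, n = 6) to 95.8 ± 64.0 RPKM (SD, n = 6) in 1-butanol, a log2 change of 2.31 (standard error 0.18, adjusted p = 9.8e-14), and CYT1 by 2.18 in 1-butanol and NDE1 by 1.98 in isobutanol. In ethanol, of 24 genes, 11 rose and 0 fell (14 and 1 when adjusted over the list alone, adjusted p = 0.3 with an estimated correlation) without oxygen, or 6 rose and 0 fell (11 and 0 when adjusted over the list alone, adjusted p = 0.17 with an estimated correlation) without the libraries labelled WA, with CYT1 at 0.69 with oxygen and 1.75 without it (1.60, adjusted p = 0.014, without those libraries). Tested as the anaerobic minus the aerobic response, 19 were higher and 0 lower (20 and 0 when adjusted over the list alone, adjusted p = 0.025 with an estimated correlation) in 1-butanol, with QCR8 at 2.58 (adjusted p = 3.5e-07), and 17 were higher and 0 lower (19 and 0 when adjusted over the list alone, adjusted p = 0.15 with an estimated correlation) in isobutanol, with NDE1 at 3.09 (adjusted p = 8.8e-07). In ethanol, where the doses differ between oxygen conditions, 3 were higher and 0 lower (5 and 1 when adjusted over the list alone, adjusted p = 0.3 with an estimated correlation), or 3 were higher and 0 lower (5 and 0 when adjusted over the list alone, adjusted p = 0.081 with an estimated correlation) without the libraries labelled WA. The list median of this difference, relative to all genes, was 1.56, 1.55 and 0.41 in 1-butanol, isobutanol and ethanol. Some of these genes stood at low levels without oxygen. Over PAP and IL01, CYT1 was at 1.39 ± 0.57 RPKM (SD, n = 4) in anaerobic YPD. NDE1 was at 3.37 ± 2.43 RPKM (SD, n = 8) in their anaerobic butanol libraries. The plot of respiratory chain genes gives each gene by alcohol and oxygen condition.

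**Figure D3:**
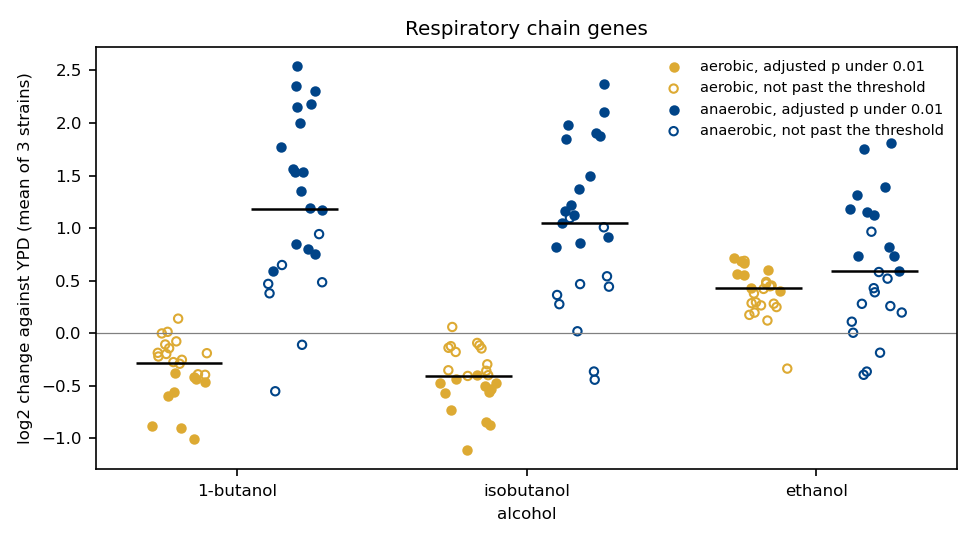
Log2 change of each respiratory chain gene against YPD, as the mean of the 3 strains, by alcohol and oxygen condition. Filled points passed the threshold, open points did not, and lines are medians. The ethanol values without oxygen include the libraries labelled WA.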

In at least two of the three strains, ethanol also triggered reduced expression of genes encoding plasma membrane and cell surface markers (Figure 5, 4B) that were not strongly triggered by butanols despite their higher toxicity. These results suggest cellular targets and/or secondary effects of the different alcohols and mechanisms cells use to respond.

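Cell wall genes moved both ways in anaerobic ethanol. In PAP, of 28 cell wall genes, 6 rose and 1 fell (7 and 2 when adjusted over the list alone), with SED1 rising from 81.0 ± 20.3 RPKM (SD, n = 2) to 638 ± 85.9 RPKM (SD, n = 2), a log2 change of 2.99 (standard error 0.20, adjusted p = 2.1e-08), and DAN4, an anaerobic mannoprotein, at -1.70. In IL01, 1 rose and 4 fell (3 and 5 when adjusted over the list alone), where quantile normalization gave 5 and 4, with UTR2, a glycosidase that links chitin to glucan (YEL040W, chromosome V from 78053 to 79456), at -1.78 (adjusted p = 1.1e-05) and SCW10, another glucan-modifying enzyme, at -1.34. In the libraries labelled WA, 3 rose and 5 fell (4 and 8 when adjusted over the list alone). Tested against the response of the other strains, those libraries included, 5 were higher and 0 lower (8 and 1 when adjusted over the list alone) in PAP and 0 were higher and 1 lower (0 and 3 when adjusted over the list alone) in IL01. For the PAU genes, 2 rose and 8 fell (2 and 10 when adjusted over the list alone, adjusted p = 0.39 with an estimated correlation) in PAP and 3 rose and 3 fell (3 and 4 when adjusted over the list alone) in IL01, with PAU12 at 29.4 ± 1.31 (SD, n = 2) RPKM in PAP ethanol against 563 ± 59.8 (SD, n = 2) in PAP YPD, though reads may be shared within the family. In the mean of the strains, UTR2 changed by -1.02 in ethanol and TIR4, an anaerobic mannoprotein, by -0.71, or -1.19 (adjusted p = 0.00021) and -0.63 (adjusted p = 0.05) without the libraries labelled WA. In the butanols, of 28 cell wall genes, 11 rose and 5 fell (12 and 5 when adjusted over the list alone) in 1-butanol and 2 rose and 3 fell (the same when adjusted over the list alone) in isobutanol, where the list median lay at 0.09 relative to all genes, with DAN4 at -2.64 and -2.81 and PIR3, a cell wall glycoprotein, at 3.56 in 1-butanol. MEP1, an ammonium permease of the plasma membrane, changed by -1.88 in ethanol (-2.02 without those libraries).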

**Figure 5:**
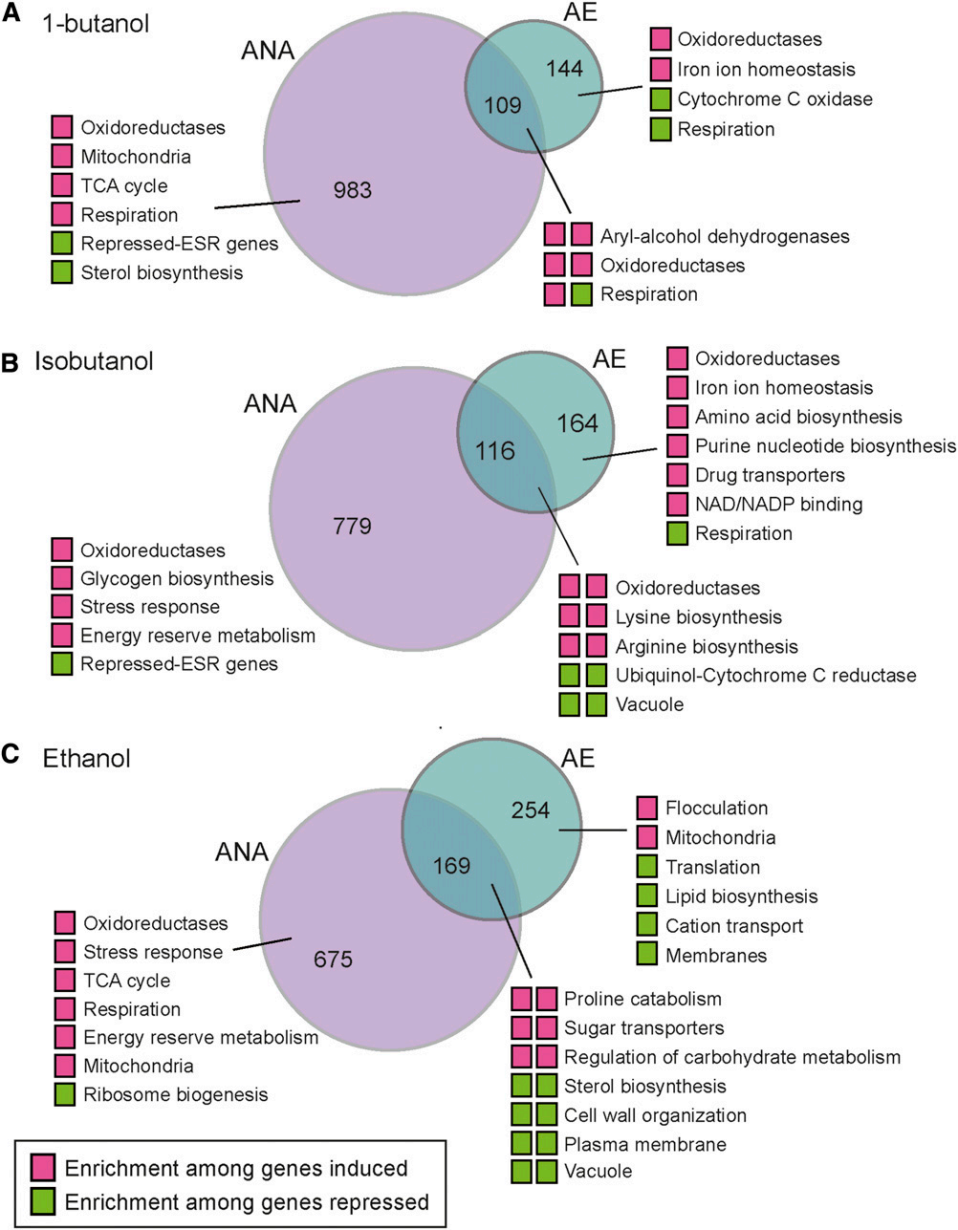
Comparison of aerobic and anaerobic alcohol responses. Each Venn diagram compares genes differentially expressed (FDR < 1%) under aerobic (AE), anaerobic (ANA), or both conditions for (A) 1-butanol, (B) isobutanol, and (C) ethanol. Colored boxes represent genes induced (magenta) or repressed (green) under those conditions; for genes in the overlap, the left box indicates anaerobic conditions and the right box represents aerobic conditions. Functional categories enriched for each gene group (*P* < 1e-4, FunSpec) are shown.

## Discussion

With the pursuit of more energy-intensive renewable fuels, recent efforts have been focused on microbial production of butanol isoforms using both synthetic and metabolic engineering strategies (Dürre, 2011, Buijs *et al.* 2013). While butanols are expected to target similar cellular processes as the better studied ethanol, the unique features of butanol stress responses are not well understood. Our comparative transcriptomic response has generated new insights into how genetics and environment influence the cellular response to these alcohols.

While we set out to study alcohol responses by exploring natural diversity in tolerances, an important result of our study is that different strains of *S. cerevisiae* respond differently to anaerobic growth in the absence of added stress. We were surprised to find growth properties and relative alcohol sensitivities would differ across strains depending on oxygen availability. IL01 grew on par with the PAP strain aerobically but grew significantly slower anaerobically (Figure 1); that this strain respires at a higher rate than other strains aerobically (Figure 2B) suggests that it relies more on respiration for energy generation, and hence suffers a disadvantage when respiration is blocked by anaerobiosis. In the absence of added alcohols, the WA strain showed uniquely high expression of genes enriched for membrane functions, sterol synthesis, and fatty acid production, both aerobically and anaerobically. Many of these genes were repressed in WA responding to alcohols, especially ethanol anaerobically (Figure 4). 

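With oxygen, ERG26, ERG28 and CYB5 stood above the mean of the strains in WA YPD cultures. Of 25 genes of ergosterol synthesis, 5 were higher and 0 lower (15 and 0 when adjusted over the list alone, adjusted p = 0.26 with an estimated correlation), with a median 0.38 above that of all genes. CYB5, cytochrome b5, which passes electrons to sterol and fatty acid enzymes (YNL111C, chromosome XIV from 416940 to 417302), was at 1034 ± 31.4 RPKM (SD, n = 2) in WA and 462 ± 86.1 RPKM (SD, n = 4) in the others, a difference of 0.79 (standard error 0.10, adjusted p = 0.0016), ERG26 differed by 0.78 (adjusted p = 0.0024) and ERG28 by 0.77. AUS1, a sterol importer, differed by 1.02 (adjusted p = 0.0019). Of 15 genes of fatty acid synthesis, 1 was higher and 0 lower (2 and 0 when adjusted over the list alone, adjusted p = 0.73 with an estimated correlation), with ELO1 at 1.02 (adjusted p = 0.0037), and of 18 genes of phospholipid synthesis, 0 were higher and 1 lower (the same when adjusted over the list alone), with CHO2, a phosphatidylethanolamine methyltransferase, at -1.01. Leaving out 1 of 12 libraries in turn ended the call of ELO1 for 5 libraries, of ERG28 for 3, of ERG26, CYB5 and AUS1 for 2 each and of CHO2 for 1, and limma without the trend ended all of these but that of AUS1.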

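ERG3 fell in WA in anaerobic 1-butanol, and HMG1 in the libraries labelled WA in anaerobic ethanol. In 1-butanol without oxygen, of 25 ergosterol genes, 0 rose and 3 fell (0 and 6 when adjusted over the list alone, adjusted p = 0.8 with an estimated correlation), with ERG3, the sterol C-5 desaturase (YLR056W, chromosome XII from 253861 to 254958), going from 538 ± 2.80 RPKM (SD, n = 2) to 170 ± 1.11 RPKM (SD, n = 2), a log2 change of -1.66 (standard error 0.28, adjusted p = 5.2e-05), and ERG1, squalene epoxidase, at -1.22. Of these genes in anaerobic isobutanol, none passed the test in limma, against 1 higher and 2 lower at an unadjusted p under 0.05 and 0 and 0 with voom weights, and in aerobic isobutanol 0 rose and 0 fell (the same when adjusted over the list alone) in WA, with 5 higher and 3 lower at an unadjusted p under 0.05 and 0 and 1 with voom weights. In the libraries labelled WA in anaerobic ethanol, HMG1 changed by -2.56 (adjusted p = 1.1e-05), OLE1 by -1.02 and, of 14 fatty acid genes, 0 rose and 3 fell (0 and 4 when adjusted over the list alone, adjusted p = 0.82 with an estimated correlation). Against the response of the other strains, 0 were higher and 8 lower (0 and 12 when adjusted over the list alone, adjusted p = 0.74 with an estimated correlation) for ergosterol and 0 were higher and 3 lower (the same when adjusted over the list alone, adjusted p = 0.74 with an estimated correlation) for fatty acids, with HMG1 at -2.34 and ELO1 at -4.45. These ethanol values rest on the 2 libraries labelled WA whose genes with reads differ from those of all other WA libraries, so a fall within WA is not separated from a difference between cultures. In anaerobic ethanol 0 rose and 1 fell (0 and 2 when adjusted over the list alone) in IL01, with ERG2, the sterol C-8 isomerase, at -0.83, and in PAP none passed the test in limma, against 2 higher and 4 lower at an unadjusted p under 0.05 and 0 and 2 with voom weights.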

Since membrane integrity and fluidity are primary targets of alcohols, we suggest that the increased sensitivity of the WA strain may be due to an underlying difference in membrane composition or the ability to maintain it. These results highlight the utility of incorporating a comparative genomic approach to studying the response to industrial stresses that can vary significantly across strains. It will be important to characterize strains that have been engineered for high butanol production, including naturally tolerant strains being engineered for isobutanol tolerance.

Our results also point to commonalities and unique features in the responses to different alcohols across multiple strains. All strains were more sensitive to alcohols anaerobically, and consequently all strains showed more alcohol-responsive expression changes under these conditions. 

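Within each strain, more genes passed the threshold without oxygen than with it in PAP and IL01, and not in WA in the butanols. In PAP, PGM2 rose by 4.25 in anaerobic 1-butanol, and 123 genes passed the threshold in aerobic and 988 in anaerobic 1-butanol, 115 and 312 in isobutanol and 56 and 216 in ethanol. In IL01 the counts were 89 and 391 in 1-butanol, 134 and 217 in isobutanol and 112 and 191 in ethanol, where HSP26 rose by 6.41. In WA they were 213 and 213 in 1-butanol, 165 and 68 in isobutanol, and 85 in aerobic ethanol against 558 in the libraries labelled WA in anaerobic ethanol. With quantile normalization the WA counts were 247 and 215 in 1-butanol and 228 and 51 in isobutanol. TIP1 rose in WA from 2.53 ± 0.189 RPKM (SD, n = 2) to 232 ± 24.1 RPKM (SD, n = 2) in aerobic 1-butanol, a log2 change of 6.51 (adjusted p = 3e-05), and IZH4, a zinc-related membrane protein, by 4.96. The share of reads in genes lay far below that of the other libraries in 1 of the 2 replicates of WA in anaerobic 1-butanol (59.05%) and in anaerobic isobutanol (66.42%), of PAP in anaerobic YPD (55.57%) and of WA in aerobic ethanol (69.76%). Within a strain each alcohol rests on 2 replicates per medium, and counts of genes past a threshold were not compared by a test.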

The common induction of genes related to energy metabolism is consistent with the idea of energy shortages during anaerobic alcohol defense. Genes involved in respiration and alternate energy mobilization are commonly induced during stress even in the absence of oxygen (Gasch *et al.* 2000, Lahtvee *et al.* 2016, Malina *et al.* 2018). Furthermore, up-regulation of respiration proteins was associated with evolved 1-butanol tolerance in yeast (Ghiaci *et al.* 2013). Yet, here we found that both 1-butanol and isobutanol treatment led to reduced aerobic expression of respiration genes. 

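The respiration genes that fell in the aerobic butanols belong to several complexes. COX5A, a subunit of cytochrome c oxidase (YNL052W, chromosome XIV from 531725 to 532186), went from 366 ± 77.9 RPKM (SD, n = 6) to 239 ± 33.3 RPKM (SD, n = 6) in 1-butanol, a log2 change of -0.60 (standard error 0.057, adjusted p = 0.00015), and by -0.73 in isobutanol. Of 8 cytochrome c oxidase genes, 0 rose and 4 fell (0 and 7 when adjusted over the list alone, adjusted p = 0.18 with an estimated correlation) in 1-butanol and 0 rose and 4 fell (0 and 5 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation) in isobutanol, and of 9 ubiquinol-cytochrome c reductase genes, 0 rose and 2 fell (the same when adjusted over the list alone, adjusted p = 0.21 with an estimated correlation) and 0 rose and 4 fell (the same when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation). SDH1 changed by -1.01 and -0.84 (the latter a call lost for 4 of 12 libraries left out in turn), and COX8, another subunit of the oxidase, by -0.56 and -0.57. Of 16 ATP synthase genes, 1 rose and 1 fell (the same when adjusted over the list alone, adjusted p = 0.56 with an estimated correlation) and 1 rose and 3 fell (2 and 4 when adjusted over the list alone, adjusted p = 0.32 with an estimated correlation), with INH1, the inhibitor of the enzyme, at -1.58 in 1-butanol. Of 17 genes of iron-sulfur cluster assembly, 4 rose and 0 fell (6 and 0 when adjusted over the list alone) in 1-butanol and 5 rose and 0 fell (the same when adjusted over the list alone) in isobutanol, with the scaffold protein ISU2 at 1.44 (adjusted p = 3.4e-05) and 1.54 (adjusted p = 1e-05), and in ethanol at 1.08.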

The reason for this is unclear, but could be related to other mitochondrial processes influenced by butanol response, including NADH/NAD+ rebalancing or iron-sulfur cluster generation.

Prior investigation of butanol responses in yeast and bacteria pointed to signatures of protein misfolding and oxidative stress, involving protein-folding chaperones, proteasome-dependent protein degradation, and redox rebalancing (Rutherford *et al.* 2010, Ghiaci *et al.* 2013, González-Ramos *et al.* 2013, Crook *et al.* 2016). We observed multiple protein folding chaperones induced by butanols under anaerobic stress, but we did not see induction of proteasome genes as a group (Datasets 3, 4). 

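Without oxygen, SSE2, HSP42 and HSP78 rose in the butanols and no proteasome gene passed the threshold in limma. Of 35 protein folding chaperones, 10 rose and 2 fell (the same when adjusted over the list alone) in 1-butanol and 8 rose and 0 fell (the same when adjusted over the list alone) in isobutanol. SSE2, an Hsp70 nucleotide exchange factor (YBR169C, chromosome II from 573915 to 575996), rose from 15.0 ± 4.84 RPKM (SD, n = 6) to 55.0 ± 15.2 RPKM (SD, n = 6) in 1-butanol, a log2 change of 1.91 (standard error 0.17, adjusted p = 2.7e-12), and by 1.69 in isobutanol, HSP42, a small heat shock protein, by 1.79 and 1.25, and HSP78, a mitochondrial disaggregase, by 1.70 and 1.65. Chaperones also rose in ethanol, 12 of 35 with the libraries labelled WA and 9 without them, and with oxygen 12 of 35 rose in 1-butanol (19 higher and 0 lower adjusted over the list alone, adjusted p = 0.65 with an estimated correlation) and 14 in isobutanol (18 higher and 0 lower adjusted over the list alone, adjusted p = 0.45 with an estimated correlation), with ERO1, which forms disulfide bonds in the endoplasmic reticulum, at 1.54. Of 32 proteasome genes in anaerobic 1-butanol, none passed the test in limma, against 4 higher and 0 lower at an unadjusted p under 0.05 and 0 and 1 with voom weights, and in isobutanol none passed the test in limma, against 1 higher and 0 lower at an unadjusted p under 0.05 and 0 and 0 with voom weights. PRE4, a subunit of the core particle, had a log2 ratio to YPD of 0.12 (adjusted p = 0.59) in anaerobic 1-butanol. With oxygen, 3 rose and 0 fell (5 and 0 when adjusted over the list alone, adjusted p = 0.69 with an estimated correlation) in 1-butanol and 3 rose and 0 fell (2 and 0 when adjusted over the list alone, adjusted p = 0.61 with an estimated correlation) in isobutanol, against 27 and 29 higher at an unadjusted p under 0.05.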

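Of the oxidoreductase genes the paper names, ADH5, ALD5, GDH1 and MDH2 each rose past the threshold in at least 1 butanol culture condition. ADH5, an alcohol dehydrogenase (YBR145W, chromosome II from 533762 to 534817), went from 6.48 ± 3.89 RPKM (SD, n = 6) in YPD to 36.1 ± 29.4 RPKM (SD, n = 6) in aerobic isobutanol, a log2 change of 2.44 (standard error 0.23, adjusted p = 0.00011), and rose without oxygen by 1.72 (adjusted p = 9.7e-11) in 1-butanol and 1.86 (adjusted p = 1.4e-05) in isobutanol, while in aerobic 1-butanol its log2 ratio to YPD was 0.79 (adjusted p = 0.035). ALD5, an aldehyde dehydrogenase, rose with oxygen by 0.81 (adjusted p = 0.0003) and 0.97 (adjusted p = 0.00018) in 1-butanol and isobutanol, and stood without it at 0.00 (adjusted p = 1) and 0.22 (adjusted p = 0.38). GDH1, the NADP-linked glutamate dehydrogenase, had ratios of 0.33 (adjusted p = 0.011) and 0.96 (adjusted p = 3.7e-05) with oxygen and -1.06 (adjusted p = 1.6e-05) and -0.25 (adjusted p = 0.42) without it. MDH2, cytosolic malate dehydrogenase, had ratios of 0.32 (adjusted p = 0.069) and -0.44 (adjusted p = 0.035) in aerobic butanols and 0.55 (adjusted p = 0.0084), a call lost for 10 of 12 libraries left out in turn, and -0.25 (adjusted p = 0.39) in anaerobic ones, and changed by -2.20 (adjusted p = 4e-06) and -1.24 (adjusted p = 3.6e-06) in aerobic and anaerobic ethanol. DLD1, D-lactate dehydrogenase, had ratios of -0.47 (adjusted p = 0.049) and 0.20 (adjusted p = 0.31) with oxygen and -0.02 (adjusted p = 0.95) and 0.43 (adjusted p = 0.1) without it. Between the butanols and ethanol with oxygen, ADH5 differed by 1.28, ALD5 by 0.95, GDH1 by 0.61, and MDH2 by 2.14, and DLD1 was at 0.22 (adjusted p = 0.18). ADH1, the main fermentative alcohol dehydrogenase, changed by -0.91 in anaerobic 1-butanol (a call lost for 5 of 12 libraries left out in turn). Without oxygen ADH5 differed by 1.37, MDH2 by 1.39, DLD1 by 0.72 and ALD5 by 0.66, or 1.85, 1.37, 0.70 (adjusted p = 0.021) and 0.83 without the libraries labelled WA. The paper chose these genes on the same samples, so the list is not an independent test. Of 44 genes of the stress response with oxygen, 7 rose and 2 fell (9 and 4 when adjusted over the list alone) in 1-butanol, 11 rose and 0 fell (17 and 0 when adjusted over the list alone) in isobutanol and 15 rose and 0 fell (25 and 0 when adjusted over the list alone, adjusted p = 0.52 with an estimated correlation) in ethanol.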

Many oxidoreductases, including alcohol and aldehyde dehydrogenases (including *ADH5*, *ALD5*, *GDH1*, *MDH2*, *DLD1*) were induced uniquely by butanols, while others that are part of the yeast Environmental Stress Response (Gasch *et al.* 2000) were induced by all alcohols. Several of these oxidoreductases may represent specific detoxification mechanisms against butanols. Finally, 1-butanol and especially isobutanol led to the induction of many genes involved in amino acid biosynthesis, including biosynthetic genes regulated by the transcription factor Gcn4. 

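Without oxygen ARG4 and PCL5 rose in both butanols, and the Gcn4 targets past the threshold in ethanol fell. Of 44 targets, 14 rose and 2 fell (the same when adjusted over the list alone) in 1-butanol, where the list median lay at -0.03 relative to all genes, 15 rose and 1 fell (20 and 1 when adjusted over the list alone, adjusted p = 0.93 with an estimated correlation) in isobutanol and 0 rose and 14 fell (0 and 18 when adjusted over the list alone, adjusted p = 0.51 with an estimated correlation) in ethanol, or 0 rose and 7 fell (0 and 16 when adjusted over the list alone, adjusted p = 0.36 with an estimated correlation) without the libraries labelled WA. ARG4 (YHR018C, chromosome VIII from 140011 to 141402) rose from 75.9 ± 43.5 RPKM (SD, n = 6) to 258 ± 177 RPKM (SD, n = 6) in isobutanol, a log2 change of 1.48 (standard error 0.14, adjusted p = 5.3e-06), and by 1.51 in 1-butanol, and PCL5, a cyclin that promotes Gcn4 breakdown, by 1.55 and 1.55. Arginine synthesis rose for 5 of 10 genes in 1-butanol (5 higher and 0 lower adjusted over the list alone) and 8 in isobutanol (9 higher and 0 lower adjusted over the list alone, adjusted p = 0.77 with an estimated correlation), and lysine synthesis for 7 of 9 (7 higher and 0 lower adjusted over the list alone) and 5 (8 higher and 0 lower adjusted over the list alone, adjusted p = 0.84 with an estimated correlation), with LYS20 at 1.42 in isobutanol. In ethanol, CPA1, a subunit of carbamoyl phosphate synthetase, changed by -1.12 and ARG1 by -1.60, or -0.50 (adjusted p = 0.15) and -1.05 (adjusted p = 0.0012) without those libraries. Tested directly without oxygen, 0 were higher and 3 lower (0 and 7 when adjusted over the list alone, adjusted p = 0.55 with an estimated correlation) in 1-butanol than in isobutanol, with HIS4 at -1.26 and ARG1 at -1.10. The butanols were used at 0.8% and 1%, so a stronger response to isobutanol is not separated from its dose.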

Gcn4 can be activated by amino acid starvation but also uncharged tRNAs or translation defects (Hinnebusch 2005). It is unclear why the response is induced here, but alcohols are known to inhibit translation elongation (Ashe *et al.* 2001, Haft *et al.* 2014). It is also possible that the response is triggered by isobutanol itself, produced as a byproduct of valine biosynthesis; however, we saw no notable expression changes of ILV genes involved in that pathway.

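In aerobic isobutanol, ILV5, ILV2 and ILV3 of valine and isoleucine synthesis rose. ILV5, acetohydroxyacid reductoisomerase (YLR355C, chromosome XII from 838066 to 839253), went from 1923 ± 437 RPKM (SD, n = 6) to 2978 ± 164 RPKM (SD, n = 6), a log2 change of 0.66 (standard error 0.058, adjusted p = 6.7e-05), ILV2, acetolactate synthase, rose by 0.64 (adjusted p = 0.0018) and ILV3, dihydroxyacid dehydratase, by 0.48 (adjusted p = 0.0015). Of 5 ILV genes, 3 rose and 0 fell (the same when adjusted over the list alone), and in aerobic 1-butanol 1 rose and 0 fell (2 and 0 when adjusted over the list alone), ILV5 at 0.42. In isobutanol without oxygen, none passed the test in limma, against 0 higher and 0 lower at an unadjusted p under 0.05 and 0 and 0 with voom weights, with ILV5 at -0.13 (adjusted p = 0.74) and ILV3 at 0.27 (adjusted p = 0.29), and in 1-butanol none passed the test in limma, against 0 higher and 1 lower at an unadjusted p under 0.05 and 0 and 2 with voom weights. In anaerobic ethanol, 0 rose and 2 fell (0 and 3 when adjusted over the list alone, adjusted p = 0.38 with an estimated correlation) with the libraries labelled WA, ILV5 at -0.70, and 0 rose and 1 fell (0 and 2 when adjusted over the list alone, adjusted p = 0.36 with an estimated correlation) without them. Between the butanols and ethanol with oxygen, ILV5 differed by 0.83 (adjusted p = 1.8e-09) and ILV2 by 0.36 (adjusted p = 0.0047), a call lost for 6 of 24 libraries left out in turn. With voom weights ILV5 and ILV3 did not pass in aerobic isobutanol.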

Our results also raise important considerations about genotype-phenotype relationships and how they change in different environments. Both growth properties and gene expression varied dependent on strains as well as the presence of oxygen, alcohols, or both conditions, revealing important strain-by-oxygen-by-alcohol interactions. 

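PDR12, the weak acid exporter, and ELO1, the fatty acid elongase, changed their alcohol response with both strain and oxygen. These genes and AQR1, an exporter of acids and amino acids, were chosen after the values were seen, by their small p in the test of this 3-way interaction. The log2 ratio of PDR12 in 1-butanol to YPD in WA, PAP and IL01 was 2.83, 3.27 and 5.50 with oxygen and 0.90, 5.26 and 1.55 without it (adjusted p = 5.4e-05 for the interaction). For AQR1 in isobutanol the ratios in the same order were 0.02, -0.71 and 0.00 with oxygen and 1.11, 4.00 and 0.28 without it (adjusted p = 0.00047), and for ELO1 in isobutanol 1.52, -0.14 and -1.09 with oxygen and -0.70, 1.75 and -0.76 without it (adjusted p = 0.0012). In all, this interaction passed the threshold for 39 genes in 1-butanol, 25 in isobutanol and 113 in ethanol, or 30, 20 and 259 with quantile normalization. Without the 2 libraries labelled WA in anaerobic ethanol the ethanol count was 7. Leaving out 1 library gave 19 (without WA 1-butanol anaerobic replicate 1) to 63 (without PAP YPD anaerobic replicate 1) genes in 1-butanol, 8 (without WA isobutanol anaerobic replicate 1) to 104 (without IL01 isobutanol anaerobic replicate 2) in isobutanol and 75 (without WA ethanol anaerobic replicate 2) to 279 (without WA YPD aerobic replicate 2) in ethanol, and 6, 10 and 3 libraries moved these counts by more than 1.5 times.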

While genotype-by-environment effects are well appreciated in quantitative genetics, combinatorial effects of more complex environmental changes are generally less well studied. Our results set the stage for further investigation of genotype-by-environment-by-environment changes and how they can be leveraged for understanding and engineering industrially relevant traits.

How the deposited data were processed for this re-analysis (not part of the article)

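RNA was sequenced from 3 strains of S. cerevisiae, WA, PAP and IL01, each grown in YPD, in 0.8% 1-butanol, in 1% isobutanol and in ethanol (4% with oxygen and 3% without), with and without oxygen. Each of these 24 groups has 2 replicates, 48 libraries in all, and all were used. The paper states that the replicates were collected on different days and analysed as pairs. Every library was grouped by its label, and no group was changed after its values were seen.

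The authors trimmed the reads with Trimmomatic, aligned them to the S288c genome (R64) with bwa mem at default settings and summed reads per gene with HTSeq. They then scaled the reads of each gene to RPKM, took the log2 and deposited these log2 RPKM values, with 1 column per library and genes without reads at exactly 0. The strand setting of HTSeq is not stated, so genes that overlap another gene or lie antisense to one are uncertain. Reads may be shared within the PAU, HXT, FLO, AAD, THI and ribosomal protein families, and members of these are uncertain too. The table holds 6713 gene identifiers used here, and 4 of its lines are not analysed here. The authors tested their counts with a linear model in edgeR at FDR under 1%.

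The unit was checked on the values. RPKM multiplied by gene length gave whole multiples of 1 step per library for 5733 genes with the span of the gene, 267 with the exon length and 12 with the coding length, 89.56% of all, and 691 identifiers had no match in the RefSeq annotation. The steps give the reads behind the scaling, 7480286 to 13938540 per library (median 9762381), and the reads in genes, 5881196 to 11421532 (median 7620527), a share of 55.57% to 84.35% (median 79.4%). At this depth 3 reads in a gene of 1 kb are an RPKM of 0.215 to 0.401. Between 566 and 757 genes per library were listed at 0. Log2 values of replicates correlated at 0.933 to 0.99 over 5704 genes, and no 2 libraries held the same reads.

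The tests set down for deposited counts were not run, since log2 RPKM values were deposited, and the design made for normalized values was used. The recovered reads entered voom weights only. Genes with a mean RPKM of at least 1 over a comparison were fitted in limma 3.58.1 (R 4.3.3) with an empirical Bayes trend, and p-values were adjusted by the method of Benjamini and Hochberg at a threshold of FDR under 1%. Adjusted p-values of single genes come from this test throughout. Strains in YPD were compared with the mean of the strains in 1 fit of the 12 YPD libraries, and each alcohol with YPD in the 12 libraries of those media. Comparisons between alcohols used the 24 libraries of an oxygen condition, and those between oxygen conditions the libraries of both. Interactions were joint tests over the strains. The replicate number within an oxygen condition was a block, after the paper's statement. Deviations of libraries with the same number from their group means correlated at a median of 0.08 over 66 pairs of groups with oxygen (range -0.39 to 0.55) and of 0.07 without it (-0.35 to 0.73), and over the 18 pairs within a strain at medians of 0.187 and 0.113.

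Gene lists, 48 in all, were written down from general knowledge of yeast pathways and the paper's categories, apart from the paper's own oxidoreductases. Members past the threshold were counted, and counted again after adjustment over the list alone. Lists were tested with camera in limma at a preset correlation of 0.01 between genes and again with the correlation estimated from the data. With an estimated correlation an adjusted p under 0.05 was kept between the butanols and ethanol with oxygen by the respiratory chain (0.011), ubiquinol-cytochrome c reductase (0.034), cytochrome c oxidase (0.04), ATP synthase (0.04), the iron regulon (0.042), siderophore transport (0.011), lysine synthesis (0.04), flocculation (0.04) and the oxidoreductases the paper names (0.0097). It was kept between 1-butanol and isobutanol with oxygen by Gcn4 targets (0.016), methionine synthesis (0.0048), purine synthesis (0.0048) and those oxidoreductases (0.024), and in the 1-butanol-by-oxygen interaction by the respiratory chain, ubiquinol-cytochrome c reductase and cytochrome c oxidase (0.025 each). No other list call was kept. The paper named these oxidoreductases, and the categories that some lists follow, from the same samples. Calls of such lists are therefore not an independent test.

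The genes named in the text were chosen by rule. They are, per comparison, the 5 largest increases and the 5 largest decreases past the threshold with the same sign in every strain-by-replicate pair and a mean RPKM of at least 10, then up to 4 members of a list with the largest change past the threshold, or the 2 with the highest mean if none passed, and every gene the paper names. Where a gene outside the rule is named, the text says so. One gene that the rule picks is not reported here.

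The settings tried besides were a fit without the block, a block per strain and replicate, limma without the trend, quantile normalization and no filter. Pseudocounts of 0.1 and 5 were added to RPKM, where the main fits add none and a gene without reads stands at an RPKM of 1. In the main fits such a gene therefore ranks above a gene with few reads and an RPKM under 1. Other settings were FDR under 5%, each library left out in turn, Fisher's exact test for lists and voom weights on the recovered reads. Fits were also run on other sets of libraries, including those without the 4 libraries with the lowest share of reads in genes. Others left out the 2 libraries labelled WA in anaerobic ethanol. Shared YPD libraries were allowed for by simulation and by splitting them. The scripts were tested on simulated data with the means and spread of each comparison, in which 100 genes were changed by 1 log2 unit and 100 by 2. False calls ran from 0 to 3 per comparison. The changed genes had a mean RPKM of at least 10, and noise was drawn independently with 1 spread per gene. In the data the SD of log2 differences between replicates ran from 0.344 to 0.809 over the pairs. Such unequal spread and shifts of whole libraries were not simulated, so these rates do not cover them. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.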

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

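The tests on genes without reads, on an exchange of libraries with PAP or IL01, on a mix of strains, on splits without the libraries labelled WA and both tests on the PAU genes of WA were chosen only after the result was seen.

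A signal in genes the paper does not discuss sets apart the 2 libraries labelled WA in anaerobic ethanol. In them 19 of 6012 genes had at least 20 reads each, where each other WA library had at most 3. For 4 genes it was the reverse. In the 23 other groups of 2 libraries 0 or 1 gene did either. A difference between groups was seen as well: the PAU genes responded to anaerobic ethanol by a median of 4.33 log2 units more in these libraries than in the other strains, and the strain-by-ethanol interaction held 243 genes, the ethanol-by-oxygen interaction 231 and the strain-by-ethanol-by-oxygen interaction 113. Pairs of strains tested one by one gave 244 genes between the labelled WA and PAP, 152 between the labelled WA and IL01 and 37 between PAP and IL01.

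The tables argue against an exchange with the PAP or IL01 libraries of the same condition, which would leave genes out of place there too, and 0 were. Of genes that only PAP expresses 1 of 4 had reads here, and of those that only PAP lacks 0 of 1 was without. For IL01 these numbers were 1 of 1 and 1 of 5, too few genes to name a strain. RNA from another strain may be the source: it would put reads in genes with next to none in WA, and 19 such genes were seen. A second test of the same explanation asked whether fewer than 70% of the genes with a steady difference between strains keep its direction, and 70% did between WA and PAP, a value at the bound. A response of WA to anaerobic ethanol would keep at least that share for both pairs, and 74.7% did so between WA and IL01, against 100% between PAP and IL01 and 97.2% to 100% for every pair in the other conditions. Another strain and a response of WA therefore cannot be told apart by these shares, which lie close to the bound. The size of these differences, for which no bound was set, shrank between WA and PAP, from a median of 2.42 in the other conditions to 0.961. Between WA and IL01 it went from 2.36 to 0.688, and between PAP and IL01 from 2.45 to 2.44. BDS1, YER188W, YJL113W, YOL162W and YOL163W had no reads in any PAP or IL01 library, which argues against RNA of those strains as their source. The rest of the 19 genes had reads in PAP, IL01 or both. Reads of AI2, AI4 and AI5_BETA, mitochondrial intron-encoded genes, followed the strain in all other libraries, whatever the medium or oxygen. AI2 had at least 3771 reads in each PAP library, at most 4 in IL01 and at most 2 in other WA libraries, but 5249 and 6488 here. AI4 had 2 and 0 here against at least 452 in other WA libraries, and AI5_BETA 75 and 96 against at most 1. For these genes the values argue against a response of WA. A mix of WA with a sizeable share of another strain's RNA, WA still the larger part, is argued against: it would keep reads in genes that all other WA libraries express, and 4 lacked them. A smaller share of WA was not tested. In the paper's growth measurements the strains differed little without oxygen at the dose shown. The paper used 3% ethanol there because WA grew poorly at 4%. Neither settles the label.

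A sample far from the others was seen in the share of reads that fall in genes: 55.57% in PAP YPD anaerobic 2, 59.05% in WA 1-butanol anaerobic 1, 66.42% in WA isobutanol anaerobic 1 and 69.76% in WA ethanol aerobic 2. The other libraries of these groups lay between 77.5% and 84.4%. Chance gives about 1 in 20 groups such a sample, and 4 of 8 groups had one. Fewer reads in genes lower the values of a library as a whole, since the authors' scaling divides by reads that include those outside genes. Over the 24 replicate pairs, the difference in the median log2 value followed the difference in this share with r = 0.61 (permutation p = 0.002). The Spearman correlation was 0.76 (permutation p = 2e-05), and r was 0.41 without the 2 pairs farthest from the median. The r over all pairs lies between the bounds set for the test. The parts that the share and other differences between libraries have in the median therefore cannot be told apart. The strain-by-1-butanol interaction without oxygen, where 132 genes differ between groups, held 22 without the 4 libraries and 45 with quantile normalization. No biological explanation was tested.

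A signal outside the genes the paper discusses for this strain was the low PAU genes of WA in anaerobic YPD, at a median of -4.78 against the other strains, with 16 of 17 lower. Oxygen left in the WA cultures is argued against, since respiratory chain genes lay at 0.15 from the mean of the strains, far from the rise of 1 log2 unit that explanation needs, and hypoxic genes other than PAU at 0.20. A variant of PAU genes in WA remains open: it would keep them low in other anaerobic media, and they were at -1.93 in isobutanol and -3.79 in 1-butanol, with 15 of 17 lower in each. In the libraries labelled WA in anaerobic ethanol they stood at 0.36, with 7 of 17 lower. Reads shared between PAU copies were not tested.

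Differences between groups under the same contrast were seen in the other interactions. The strain-by-oxygen interaction in YPD held 67 genes. With oxygen, the strain-by-alcohol interaction held 9 genes for 1-butanol and 12 for isobutanol, and without oxygen 23 for isobutanol. The response changed with oxygen for 362 genes in 1-butanol and 174 in isobutanol, and differently between strains for 39 and 25. The respiratory chain moved by a median of 1.46 log2 units more without oxygen than with it in 1-butanol and by 1.45 in isobutanol. For the change with oxygen, other splits were drawn and tested without the replicate block. In each alcohol 1 of 100 drawn splits, the real one, was as large, the smallest share that 100 splits can give. The real split called 349 genes in 1-butanol (highest other split 153) and 157 in isobutanol (31). With the libraries labelled WA it called 229 in ethanol (171). Without those libraries the ethanol-by-oxygen interaction called 78 (highest other split 6), and its 18 splits are too few for a share under 0.05.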

How the results depend on the processing

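The tests with voom weights, those without the 4 libraries with the lowest share of reads in genes and those without the 2 libraries labelled WA in anaerobic ethanol were chosen only after the result was seen. The other settings were chosen before the data were examined. Count models set down then for deposited counts were not run, as log2 RPKM was deposited. Counts of genes are given with the reported count in parentheses where a setting moved them by more than 1.5 times. Unless stated otherwise, the cause was not tested.

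Across all settings other than single libraries left out, the oxygen response in YPD stayed between 1849 and 2839 genes (2215), the aerobic difference between the butanols and ethanol between 623 and 1104 (762), the anaerobic 1-butanol response between 1230 and 2035 (1550) and the isobutanol-by-oxygen interaction between 132 and 246 (174). The ratio of the anaerobic to the aerobic union stayed between 1.52 and 2.84 (2.03).

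With no replicate block there were 694 for strains in anaerobic YPD (420), 118 for strain-by-oxygen in YPD (67), 19 for aerobic strain-by-1-butanol (9) and 4 for aerobic strain-by-ethanol (0). FIT3 in aerobic ethanol (adjusted p = 0.017) and FLO5 in PAP in aerobic ethanol (adjusted p = 0.011) no longer passed and GDH1 in aerobic 1-butanol (adjusted p = 0.0088) now did. Within strains, the response minus that of the other strains had 2 genes for PAP in aerobic 1-butanol (1), 1 for IL01 in isobutanol (0) and 5 for IL01 in ethanol (1). No other count moved as far and no other call of a named gene changed. A block for each strain-by-replicate pair gave 1495 for aerobic 1-butanol response (593), 97 for aerobic strain-by-1-butanol (9), 1078 for aerobic isobutanol response (583), 24 for aerobic strain-by-isobutanol (12), 746 for aerobic ethanol response (388), 11 for aerobic strain-by-ethanol (0), 259 for aerobic 1-butanol against isobutanol (163), 223 for anaerobic strain-by-1-butanol (132), 1412 for anaerobic isobutanol response (793), 202 for anaerobic strain-by-isobutanol (23), 98 for anaerobic 1-butanol against isobutanol (63) and 64 for strain-by-1-butanol-by-oxygen (39).

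Quantile normalization gave 646 for strains in anaerobic YPD (420), 105 for strain-by-oxygen in YPD (67), 26 for aerobic strain-by-1-butanol (9), 20 for aerobic strain-by-isobutanol (12), 45 for anaerobic strain-by-1-butanol (132), 11 for anaerobic strain-by-isobutanol (23), 1213 for anaerobic ethanol response (709), 378 for anaerobic strain-by-ethanol (243), 118 for anaerobic 1-butanol against isobutanol (63), 683 for 1-butanol-by-oxygen (362) and 259 for strain-by-ethanol-by-oxygen (113). With no filter there were 37 for strain-by-oxygen in YPD (67), 4 for aerobic strain-by-1-butanol (9), 7 for aerobic strain-by-isobutanol (12), 56 for anaerobic strain-by-1-butanol (132) and 9 for anaerobic strain-by-isobutanol (23). A pseudocount of 0.1 gave 3 for aerobic strain-by-1-butanol (9) and 5 for aerobic strain-by-isobutanol (12), and a pseudocount of 5 gave 110 for strain-by-oxygen in YPD (67), 25 for aerobic strain-by-1-butanol (9), 19 for aerobic strain-by-isobutanol (12), 9 for aerobic strain-by-ethanol (0), 72 for strain-by-1-butanol-by-oxygen (39) and 189 for strain-by-ethanol-by-oxygen (113). Without the trend limma called 1 for aerobic strain-by-1-butanol (9), 1 for aerobic strain-by-isobutanol (12), 1 for aerobic strain-by-ethanol (0), 73 for anaerobic strain-by-1-butanol (132) and 8 for anaerobic strain-by-isobutanol (23). One fit of all 24 libraries of an oxygen condition gave 1109 for aerobic 1-butanol response (593), 78 for aerobic strain-by-1-butanol (9), 1079 for aerobic isobutanol response (583), 64 for aerobic strain-by-isobutanol (12), 814 for aerobic ethanol response (388), 29 for aerobic strain-by-ethanol (0), 1214 for anaerobic isobutanol response (793) and 53 for anaerobic strain-by-isobutanol (23). The 6 YPD libraries of an oxygen condition alone, which are fewer, gave 92 for strains in aerobic YPD (238) and 956 for strains in anaerobic YPD (420). At FDR under 5%, a looser threshold by construction, there were 1921 for aerobic union (959), 2918 for anaerobic union (1942), 758 for the 1-butanol overlap (323), 626 for the isobutanol overlap (232) and 451 for the ethanol overlap (205). With voom weights there were 414 for strains in aerobic YPD (238), 699 for strains in anaerobic YPD (420), 104 for strain-by-oxygen in YPD (67), 29 for anaerobic strain-by-1-butanol (132), 6 for anaerobic strain-by-isobutanol (23), 1238 for anaerobic ethanol response (709), 458 for anaerobic strain-by-ethanol (243), 110 for anaerobic 1-butanol against isobutanol (63), 19 for strain-by-1-butanol-by-oxygen (39), 8 for strain-by-isobutanol-by-oxygen (25) and 203 for strain-by-ethanol-by-oxygen (113).

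Fewer libraries enter the next settings by construction. Without the 4 libraries with the lowest share of reads in genes there were 174 for strains in anaerobic YPD (420), 21 for strain-by-oxygen in YPD (67), 204 for aerobic ethanol response (388), 22 for anaerobic strain-by-1-butanol (132), 386 for anaerobic isobutanol response (793), 3 for anaerobic strain-by-isobutanol (23), 1251 for anaerobic ethanol response (709), 393 for anaerobic strain-by-ethanol (243), 11 for strain-by-1-butanol-by-oxygen (39) and 3 for strain-by-isobutanol-by-oxygen (25). Without the 2 libraries labelled WA in anaerobic ethanol there were 293 for anaerobic ethanol response (709), 24 for anaerobic strain-by-ethanol (243), 821 for anaerobic butanols against ethanol (1341), 84 for ethanol-by-oxygen (231), 7 for strain-by-ethanol-by-oxygen (113) and 131 for the ethanol overlap (205).

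Leaving out each library in turn leaves 1 group with a lone sample, which is assumed to vary like the other groups. The lowest and highest counts follow, and each library whose loss moved a count by more than 1.5 times in parentheses after the count, by its label (in YPD, where no medium is given). Strains in aerobic YPD (238) gave 87 (PAP aerobic 2), 92 (PAP aerobic 1), 141 (WA anaerobic 2), 145 (WA anaerobic 1), 591 (WA aerobic 2) and 733 (WA aerobic 1). Strains in anaerobic YPD (420) gave 163 (WA anaerobic 2), 174 (PAP anaerobic 2), 177 (WA anaerobic 1), 207 (IL01 anaerobic 1), 220 (IL01 anaerobic 2), 263 (PAP anaerobic 1), 1037 (WA aerobic 1) and 1039 (WA aerobic 2). Strain-by-oxygen in YPD (67) gave 21 (PAP anaerobic 2 or WA anaerobic 2), 24 (WA anaerobic 1), 27 (PAP aerobic 1), 29 (PAP aerobic 2), 37 (PAP anaerobic 1), 258 (WA aerobic 1) and 346 (WA aerobic 2). Aerobic 1-butanol response (593) gave 270 (PAP 1-butanol 2), 277 (WA 1-butanol 1), 285 (PAP YPD 2), 287 (PAP 1-butanol 1), 338 (IL01 YPD 1), 341 (WA 1-butanol 2), 342 (PAP YPD 1), 349 (IL01 1-butanol 2) and 1371 (WA YPD 1). Aerobic strain-by-1-butanol (9) gave 0 to 4, except 37 (WA YPD 1) and 45 (WA YPD 2). Aerobic isobutanol response (583) gave 285 (WA isobutanol 2), 295 (WA isobutanol 1), 303 (PAP isobutanol 1), 322 (PAP YPD 2), 335 (PAP YPD 1), 353 (IL01 YPD 1) and 1280 (WA YPD 1). Aerobic strain-by-isobutanol (12) gave 0 to 4, except 24 (WA YPD 1) and 24 (WA YPD 2). Aerobic ethanol response (388) gave 151 (IL01 ethanol 2), 179 (PAP YPD 2), 181 (IL01 ethanol 1), 185 (PAP ethanol 2), 204 (WA ethanol 2), 215 (PAP YPD 1), 221 (WA ethanol 1), 222 (PAP ethanol 1) and 1275 (WA YPD 1). Aerobic strain-by-ethanol (0) gave 0 to 1, except 23 (WA YPD 1) and 523 (WA YPD 2). Anaerobic 1-butanol response (1550) gave 961 (WA 1-butanol 2) and 1838 (PAP YPD 1). Anaerobic strain-by-1-butanol (132) gave 24 (WA 1-butanol 1), 44 (WA 1-butanol 2), 71 (PAP YPD 2) and 230 (IL01 1-butanol 1 or 2). Anaerobic isobutanol response (793) gave 446 (WA isobutanol 2), 473 (PAP isobutanol 2), 503 (WA YPD 1), 505 (IL01 YPD 1), 512 (PAP isobutanol 1), 1227 (IL01 isobutanol 1) and 1684 (IL01 isobutanol 2). Anaerobic strain-by-isobutanol (23) gave 7 (PAP YPD 2), 8 (WA isobutanol 1), 10 (PAP isobutanol 1), 11 (WA isobutanol 2), 12 (PAP YPD 1), 14 (PAP isobutanol 2), 15 (IL01 YPD 2), 208 (IL01 isobutanol 1) and 486 (IL01 isobutanol 2). Anaerobic ethanol response (709) gave 375 (WA ethanol 2), 450 (WA ethanol 1), 1251 (PAP YPD 2) and 1270 (PAP YPD 1). Anaerobic strain-by-ethanol (243) gave 93 (WA ethanol 2), 99 (WA ethanol 1), 393 (PAP YPD 2) and 875 (PAP YPD 1). Anaerobic butanols against ethanol (1341) gave 726 (IL01 ethanol 1), 759 (WA ethanol 1), 767 (PAP ethanol 1) and 1609 (PAP YPD 2). Anaerobic 1-butanol against isobutanol (63) gave 33 (PAP isobutanol 2), 34 (PAP 1-butanol 1 or WA 1-butanol 2), 35 (WA isobutanol 1), 41 (PAP isobutanol 1), 96 (PAP YPD 1) and 175 (IL01 isobutanol 1). Strain-by-1-butanol-by-oxygen (39) gave 19 (WA 1-butanol anaerobic 1), 24 (WA 1-butanol aerobic 1 or WA YPD anaerobic 2), 25 (IL01 YPD anaerobic 1 or 2) and 63 (PAP YPD anaerobic 1). Isobutanol-by-oxygen (174) gave 103 (PAP isobutanol anaerobic 1), 113 (WA isobutanol aerobic 1) and 411 (IL01 isobutanol anaerobic 2). Strain-by-isobutanol-by-oxygen (25) gave 8 (WA isobutanol anaerobic 1), 12 (PAP isobutanol anaerobic 1), 13 (WA isobutanol aerobic 2), 14 (PAP YPD aerobic 1 or WA YPD anaerobic 1 or WA isobutanol aerobic 1), 15 (PAP YPD aerobic 2 or PAP isobutanol aerobic 2 or WA YPD anaerobic 2) and 104 (IL01 isobutanol anaerobic 2). Ethanol-by-oxygen (231) gave 157 (IL01 YPD anaerobic 1) and 367 (WA YPD aerobic 1). Strain-by-ethanol-by-oxygen (113) gave 75 (WA ethanol anaerobic 2), 233 (PAP YPD anaerobic 1) and 279 (WA YPD aerobic 2). No single library moved oxygen response in YPD (1538 to 3136), aerobic butanols against ethanol (578 to 833), aerobic 1-butanol against isobutanol (109 to 188) and 1-butanol-by-oxygen (277 to 506) as far.

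Changes of sign were seen only in genes close to 0 that passed the threshold neither as reported nor after the change. ALD5 in anaerobic 1-butanol (0.00 as reported) was at -0.135 with quantile normalization, -0.16 with voom weights, -0.00787 without the 4 libraries with the lowest share and at -0.104 to 0.106 with a library left out. PRE4 there was at -0.035 with voom weights, and DLD1 at 0.0115 without the 4 libraries and at -0.142 to 0.107 with a library left out. In anaerobic isobutanol GDH1 was at 0.0226 and ILV5 at 0.192 with quantile normalization, and ILV5 ran over -0.396 to 0.129 with a library left out.

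For values of named genes, 2389 kept their direction and their side of the threshold under the settings on all or most libraries, 87 lost the call and 12 gained it. With 1 library left out these numbers were 3399, 137 and 3. The genes that lost a call in at least 1 comparison when a library was left out were AAC3, ADE17, ADH1, ARG8, ATP17, AUS1, CHO2, CWP2, CYB5, DLD1, ELO1, ERG25, ERG26, ERG28, FAA4, FET4, FIT2, FIT3, GPH1, HMG1, ILV2, INO1, LYS20, MDH2, MEP2, OLE1, OPI3, PHO89, PMA1, QCR2, SDH1, SFK1, TIR4 and TSL1. Counts within a strain moved by more than 1.5 times in 59 cases, 36 upward and 23 downward, and 85 did not. For tests of gene lists, an estimated correlation ended 355 calls, added 0 and left 797 tests on their side of the threshold, called or not. Fisher's exact test ended 192 calls, added 26 and left 934 tests on their side, called or not. The 797 and 934 are therefore not numbers of calls kept.

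The spread of the replicates limits what the interactions can show. On simulated data, genes changed by 2 log2 units in 1 strain were recovered for 10% in the strain-by-oxygen interaction and for 8%, 10% and 36% in the strain-by-alcohol-by-oxygen interactions of 1-butanol, isobutanol and ethanol. Those changed by 2 units in all strains were recovered for 97%, 90% and 98% in the alcohol-by-oxygen interactions.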

Differences from the paper's values

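The tests with voom weights and without the 4 libraries with the lowest share of reads in genes were chosen only after the result was seen, and all other settings named here were set before the data were examined. The paper's counts come from edgeR on read counts and those here from limma on log2 RPKM, both at FDR under 1%. A setting reaches the paper's value where the counts lie within 1.5 times of each other.

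For genes that differ between strains in aerobic YPD, the paper gives 474 and the value here is 238. The paper's value was reached with no replicate block (344), with quantile normalization (338) and without WA YPD aerobic replicate 2 (591). It was not reached with limma without the trend, no filter, either pseudocount, the 6 aerobic libraries alone or any other library left out. Voom weights, chosen after seeing the values, gave 414, and the paper's own called genes were not compared with those. In anaerobic YPD the paper gives 1923 genes and the value here is 420. None of the settings reached it, at 163 to 1039 genes.

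Of the genes that respond to alcohols with oxygen, the paper's Fig. 3A shows about 250 for 1-butanol, read by eye, and 593 were found here. Only single libraries left out reached it: PAP YPD replicate 1 (342) or 2 (285), IL01 YPD replicate 1 (338), WA 1-butanol replicate 1 (277) or 2 (341), PAP 1-butanol replicate 1 (287) or 2 (270) and IL01 1-butanol replicate 2 (349). For isobutanol the paper's Fig. 3A shows about 280, read by eye, against 583. Again only libraries left out reached it: PAP YPD replicate 1 (335) or 2 (322), IL01 YPD replicate 1 (353), WA isobutanol replicate 1 (295) or 2 (285), PAP isobutanol replicate 1 (303) or 2 (389) and IL01 isobutanol replicate 2 (399).

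For strain-by-alcohol interactions with oxygen, the paper's Fig. 3A shows about 170 genes for 1-butanol, about 120 for isobutanol and about 110 for ethanol, read by eye. Here limma found 9, 12 and 0, with 516, 391 and 740 at an unadjusted p under 0.05 and 6, 14 and 0 with voom weights. None of the settings reached these, at 0 to 97 for 1-butanol, 0 to 64 for isobutanol and 0 to 523 for ethanol, where the loss of WA YPD aerobic replicate 2 gave the highest count.

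Without oxygen, the paper's Fig. 4A shows about 220 interaction genes for 1-butanol, read by eye, and 132 were found here. A block by strain (223) and the loss of IL01 YPD anaerobic replicate 1 (150), IL01 1-butanol anaerobic replicate 1 (230) or 2 (230) reached it, and no other setting did. For isobutanol the paper's Fig. 4A shows about 99, read by eye, against 23, and no setting reached it, at 3 to 202 apart from 208 and 486 without IL01 isobutanol anaerobic replicate 1 or 2. For ethanol the paper's Fig. 4A shows about 930, read by eye, against 243 with the libraries labelled WA. Leaving out PAP YPD anaerobic replicate 1 (875) reached it, and no other setting did.

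Genes that respond both with and without oxygen number about 110 for 1-butanol and about 120 for isobutanol in the paper's Fig. 5, read by eye, against 323 and 232 here. None of the settings reached these, at 252 to 758 for 1-butanol and 192 to 626 for isobutanol.

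Of the gene groups the paper describes as high in IL01 and lowest in PAP in anaerobic YPD, 3 of 4 were lowest in PAP here: trehalose and glycogen genes (3 of 20 lower), stress response genes (10 of 47) and the respiratory chain (4 of 25). However, PAP YPD anaerobic 2 had 55.57% of its reads in genes and a median log2 RPKM of 4.157, against 4.694 in its replicate. Low values in PAP are therefore not separated from the scale of this library. The PAU genes were lowest in WA, with 13 of 17 lower there and 5 in PAP. The paper states that mitochondrial functions were induced by every alcohol with oxygen. The respiratory chain rose in ethanol (8 of 24) and fell in 1-butanol (9) and isobutanol (12), the direction the paper itself gives for respiration in butanols.

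The paper states that flocculation genes rose in all strains in aerobic ethanol. In WA, 0 of 6 passed in limma, with 3 at an unadjusted p under 0.05 and 1 with voom weights, a test chosen after seeing the values. FLO5 passed in PAP and IL01, though not in PAP with no replicate block. The paper describes lower expression of cell surface genes in anaerobic ethanol in most strains. Cell wall genes that fell outnumbered those that rose in IL01 (4 and 1) and in the libraries labelled WA (5 and 3), and not in PAP (1 and 6). In IL01 quantile normalization gave 4 and 5.

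The paper states that every strain had more alcohol-responsive genes without oxygen. That held in 6 of 6 comparisons of PAP and IL01 and in the libraries labelled WA in ethanol. The comparisons of a strain share its YPD libraries, so they are not independent. For PAP without oxygen, 1 of these had 55.57% of its reads in genes. The libraries labelled WA in anaerobic ethanol differ from other WA libraries in which genes have reads. In WA the counts were 213 with and without oxygen in 1-butanol and fell from 165 to 68 in isobutanol.

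Of the 5 oxidoreductase genes the paper names as induced by butanols alone, ALD5 passed in both aerobic butanols, ADH5 in aerobic isobutanol and both anaerobic butanols, GDH1 in aerobic isobutanol and MDH2 in anaerobic 1-butanol, a call lost for 10 of 12 libraries left out in turn. DLD1 rose in none, and its log2 ratio in aerobic 1-butanol was -0.47. In aerobic 1-butanol ADH5 passed with a block by strain (adjusted p = 0.0019) and with all 24 libraries in 1 fit (adjusted p = 0.007), and GDH1 passed there in those fits (adjusted p = 0.0018 and 0.00089), with no replicate block (adjusted p = 0.0088) and with a pseudocount of 5 (adjusted p = 0.0098). GDH1 was lower in anaerobic 1-butanol, at -1.06. Against ethanol, all but DLD1 were higher in the aerobic butanols. For the ILV genes, which the paper describes as without notable change, 3 of 5 rose in aerobic isobutanol, by 0.66 (ILV5), 0.64 (ILV2) and 0.48 (ILV3), and none passed in anaerobic isobutanol.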

Other observations

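The tests without the libraries labelled WA were chosen only after the result was seen. The butanols were compared at 0.8% and 1%. With oxygen, 1-butanol stood above isobutanol in PDR12, which exports weak acids, by 4.47, in the mitochondrial aldehyde dehydrogenase ALD4 by 2.79 and in EEB1, which makes ethyl esters, by 1.75, and below it in BNA1, of the nicotinic acid pathway, at -3.21. Without oxygen the difference was 1.90 for PDR12, 1.91 for EEB1, 1.83 for the cell wall protein CWP2, -2.20 for BNA1 and -2.10 for the phosphate transporter PHO84. In aerobic 1-butanol the response of WA was larger than that of the other strains by 4.55 for HXT4, of a hexose transporter family with shared reads, and 3.66 for hexokinase HXK1, neither called by limma without the trend.

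In YPD, aerobic WA was above the mean of the strains in 2 genes of glycine cleavage, with GCV2 at 2.33 and GCV1 at 1.53, and in STR3, of methionine synthesis, at 3.03. IL01 held CSS1, a protein of unknown function, at 2465 ± 416 RPKM (SD, n = 2) against 77.5 ± 59.6 RPKM (SD, n = 4) in the others. The move from oxygen to its absence exchanged the HMG-CoA reductases, with HMG2 at 2.35 and HMG1 at -4.81. In anaerobic ethanol GIT1, a transporter of glycerophosphoinositol, rose by 5.23, or 5.40 without the libraries labelled WA.

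Other splits of the samples were counted for the comparisons between media. In the responses and between 1-butanol and isobutanol, each split exchanges the 2 media within pairs of 1 strain and replicate number, so every split parts all pairs. In each, 1 of 32 splits was as large, the real one, which is the smallest share that 32 splits can give. These shares were not adjusted for the number of comparisons, so they do not exclude chance. With oxygen the real split called 593 genes in 1-butanol (highest other split 70), 583 in isobutanol (40), 388 in ethanol (39) and 163 between the butanols (51). Without oxygen it called 1550 in 1-butanol (416), 793 in isobutanol (117), 709 in ethanol with the libraries labelled WA (320) and 63 between the butanols (16). For the butanols against ethanol, 1 of 100 drawn splits was as large, the real one, with 762 genes with oxygen (highest other 241) and, with the libraries labelled WA, 1341 without it (769). Without those libraries 1 of 81 splits was as large, with 821 genes (435). The ethanol response without them called 293 (highest other 24), and its 8 splits are too few for a share under 0.05. For oxygen in YPD, without the replicate block, 1 of 100 was as large, with 2575 genes (746).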
